# Chamber-specific transcriptional responses in atrial fibrillation

**DOI:** 10.1172/jci.insight.135319

**Published:** 2020-09-17

**Authors:** Catherine E. Lipovsky, Jesus Jimenez, Qiusha Guo, Gang Li, Tiankai Yin, Stephanie C. Hicks, Somya Bhatnagar, Kentaro Takahashi, David M. Zhang, Brittany D. Brumback, Uri Goldsztejn, Rangarajan D. Nadadur, Carlos Perez-Cervantez, Ivan P. Moskowitz, Shaopeng Liu, Bo Zhang, Stacey L. Rentschler

**Keywords:** Cardiology, Development, Arrhythmias, Cardiovascular disease, Transcription

## Abstract

Atrial fibrillation (AF) is the most common cardiac arrhythmia, yet the molecular signature of the vulnerable atrial substrate is not well understood. Here, we delineated a distinct transcriptional signature in right versus left atrial cardiomyocytes (CMs) at baseline and identified chamber-specific gene expression changes in patients with a history of AF in the setting of end-stage heart failure (AF+HF) that are not present in heart failure alone (HF). We observed that human left atrial (LA) CMs exhibited Notch pathway activation and increased ploidy in AF+HF but not in HF alone. Transient activation of Notch signaling within adult CMs in a murine genetic model is sufficient to increase ploidy in both atrial chambers. Notch activation within LA CMs generated a transcriptomic fingerprint resembling AF, with dysregulation of transcription factor and ion channel genes, including *Pitx2*, *Tbx5*, *Kcnh2*, *Kcnq1*, and *Kcnip2*. Notch activation also produced distinct cellular electrophysiologic responses in LA versus right atrial CMs, prolonging the action potential duration (APD) without altering the upstroke velocity in the left atrium and reducing the maximal upstroke velocity without altering the APD in the right atrium. Our results support a shared human/murine model of increased Notch pathway activity predisposing to AF.

## Abstract 2

Distinct transcriptional changes occur in human left versus right atrial cardiomyocytes in atrial fibrillation, including Notch pathway activation, which alters electric properties and ploidy in murine models.

## Introduction

Atrial fibrillation (AF) is the most common cardiac arrhythmia, affecting approximately 2% of the population, and is characterized by rapid and irregular impulse initiation and propagation throughout the atrial myocardium, predisposing to increased risk of stroke, heart failure (HF), and death (1, 2). As many as 50% of patients with severe HF also have AF (3–5), which is not surprising given the number of shared risk factors, including hypertension, obesity, diabetes, and coronary artery disease, underlying the pathophysiology of both HF and AF (6). AF is classified as paroxysmal if sinus rhythm returns spontaneously or following intervention within 7 days, persistent if it lasts greater than 7 days, and long-standing persistent when AF lasts longer than 1 year and is refractory to treatment (7). While HF patients with concomitant AF have higher rates of hospitalization and death (8, 9), current pharmacologic and catheter-based therapies aimed at maintaining normal sinus rhythm remain limited in efficacy. Even for paroxysmal AF, which is the most responsive to treatment, recurrence rates range between 40% and 60% within 1 year after ablation therapy (10, 11). The longer the AF duration, the more likely it is to be resistant to treatment, prompting the dogma “AF begets AF” (12, 13). Despite the high and rising health care burden for AF, the molecular mechanism(s) underlying AF pathogenesis remain largely unknown (2, 14). AF most often results from combined effects of age, genetics, and acquired risk factors. Thus, a more in-depth molecular understanding of disease pathogenesis may enable recognition of patient-specific factors and development of precision medicine–based therapies targeting underlying mechanisms.

AF cellular mechanisms include an initiating trigger, related to Ca^2+^-mediated early afterdepolarizations or delayed afterdepolarizations, combined with a vulnerable substrate myocardium (13, 15). Trigger foci often originate from the pulmonary veins, and in the setting of a vulnerable substrate, reentrant circuits are maintained within the posterior left atrium (LA) (16). A vulnerable substrate can include a variety of cardiovascular pathologies, such as atrial chamber dilation, fibrosis, conduction velocity (CV) slowing, or changes in the effective refractory period (ERP) due to underlying ion channel remodeling (17–19). Though the most common acquired forms of AF are not Mendelian in inheritance, powerful genome-wide association studies (GWAS) have identified associations between genetic variation at more than 100 loci and AF (15, 20–24). Single nucleotide polymorphisms in the regulatory regions cause expression variation in local cardiac ion channel genes implicated in AF trigger and substrate, providing a molecular model for AF risk associations (25, 26). Interestingly, GWAS also identified variation in regulatory regions near cardiac transcription factors (TFs) and modulators of signaling pathways. The susceptibility locus with the strongest association is located in regulatory elements near paired like homeodomain 2 (*PITX2*), which encodes a TF involved in both left-right asymmetry and ion channel gene expression within the LA (24). *Pitx2*-haploinsufficient mice are predisposed to atrial arrhythmias, including atrial flutter and atrial tachycardia, validating *PITX2* as an AF risk locus (27). GWAS loci have also been identified in regions near many other TFs, including T-box transcription factor 5 (*TBX5*). Adult-specific *Tbx5* loss-of-function mice have spontaneous AF mediated through a *Tbx5/Pitx2* gene regulatory network involving membrane effector genes, such as sodium voltage-gated channel alpha subunit 5 (*Scn5a*, which encodes the main voltage-gated sodium channel in the heart, Na_v_1.5), gap junction protein alpha (which encodes connexin 43), and calcium handling genes (28). Therefore, elucidating the gene regulatory networks that maintain atrial rhythm and are altered by genetic perturbation or cardiac insult will be central to understanding AF risk.

Transcriptomic analysis of human atrial tissue will be an important tool for understanding the underlying AF mechanisms. Previous studies aimed at understanding the right versus left atrial transcriptome in nonfailing (NF) hearts, HF, or AF have often focused on the LA appendage (LAA) or right atrial appendage primarily because of tissue availability (29–31), while the LA posterior wall (LAPW) is a key anchor point for atrial reentrant activity (32–34). In addition, previous analyses of bulk tissue are complicated by changes in cellular composition of the LA in AF, including increased fibrosis. To overcome these limitations and better understand the transcriptional changes specifically in cardiomyocytes (CMs) underlying the vulnerable electrical substrate, we isolated and sequenced human right atrium (RA) and LA CM nuclei (CMN) from patients with a history of AF with end-stage heart failure (AF+HF) and with a history of end-stage HF alone (HF). The RA and LA had a largely distinct transcriptional signature in AF+HF when compared with either NF or HF alone, and among many dysregulated genes, we found the direct Notch target hairy and enhancer of split-1 (*HES1*) was significantly upregulated in human LA CMN. In comparison, *HES1* was not upregulated in AF+HF RA CMN or in HF CMN of either atrial chamber.

Here, we observed an association between Notch pathway activation, increased CM ploidy, and AF prevalence. Notch signaling is a strong mitogenic stimulus in developing CMs (35). Shortly after birth, mammalian CMs lose the ability to undergo cytokinesis in response to mitogenic stimuli during cardiac injury or stress but retain the ability to undergo DNA endoreplication (36, 37). As a result, in adult humans CMN transition from a primarily diploid (2n) population to a mixture containing tetraploid (4n) and even higher ploidy (>4n). Very little is understood about the polyploidization process and whether it is protective or maladaptive. While myocardial ischemia and congestive HF have been associated with increased CM ploidy in human ventricular CMs (36–38), it has not been previously demonstrated whether atrial CMs undergo similar changes in the setting of stressors such as AF.

Here, we demonstrate that only LA CMN, and not RA CMN, exhibited increased ploidy in the setting of AF+HF, correlating with the chamber-specific Notch activation. Transient Notch signaling activation in adult murine CMs using genetic models predisposed to reentrant atrial arrhythmias and increased ploidy in murine CMN. Interestingly, Notch activation resulted in distinct transcriptional and electrophysiologic responses in the murine RA when compared with the LA. Specifically, Notch activation in the RA resulted in sodium channel dysregulation and decreased cellular excitability (39). In contrast, genes encoding several potassium channels associated with AF in humans were dysregulated in the Notch-activated LA, giving rise to changes in the action potential duration (APD). Taken together, these data identify gene regulatory networks in human and murine atria that modulate the vulnerable substrate underlying AF and may guide therapeutic strategies.

## Results

### Chamber-specific transcriptomic differences in human cardiomyocyte nuclei in AF.

The murine LAPW has a different embryologic origin than the LAA (40), and LAPW action potentials (APs) are 40% longer when compared with the LAA APs (41), suggesting there is regional heterogeneity within the atria. Previous studies have assessed gene expression in the atrial appendages in the setting of AF (42, 43). To better understand the transcriptional changes accompanying AF that may give rise to the “vulnerable substrate,” we directly assessed changes in the LAPW, an anchor point for reentry, as well as within the RA. Given the diversity of cell types within atrial tissue and the increased fibrosis that is associated with disease states such as AF, we optimized previously described protocols to isolate CMN (44–46). We performed fluorescent activated nuclear sorting (FANS) for pericentriolar material 1 (PCM1), a protein expressed in the nuclear lamina of CMs (46), resulting in a highly pure population of CMN with minimal non-CMN contamination (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.135319DS1). We initially performed RNA-sequencing on a small set of NF human ventricular (*n* = 1 right ventricle [RV], *n* = 2 left ventricle [LV]) and atrial (*n* = 2 RA, *n* = 1 LA) samples to validate expected gene expression differences. Atrial markers natriuretic peptide A and sarcolipin were enriched in both the RA and LA, while the ventricular marker myosin light chain 2 was enriched in the RV and LV, as expected. The sequencing depth was sufficient to resolve TFs expressed at low levels in adult hearts, as evidenced by enrichment of *PITX2* in the LA (Supplemental Table 1).

We investigated global transcriptional differences in human CMN between patients with a history of AF+HF or HF and those without a clinical history of AF or HF (NF). To accomplish this, we performed RNA-sequencing on CMN isolated from right and left atrial tissue of hearts rejected for transplantation without a history of HF (NF controls, *n* = 3–7; Supplemental Table 2), CMN from explanted hearts from patients with end-stage HF undergoing heart transplantation (HF, *n* = 3, Supplemental Table 3), and CMN from patients with end-stage HF who underwent a heart transplant with a documented history of AF on at least 1 ECG (AF+HF, *n* = 5; Supplemental Table 3). Principal components analysis (PCA) to ascertain the variation within our RNA-sequencing data sets demonstrated that samples from each of the 6 groups (NF RA, NF LA, HF RA, HF LA, AF+HF RA, AF+HF LA) clustered together, with AF+HF versus HF versus NF variance mostly comprising the first component and right versus left atria mostly comprising the second component (Figure 1A). A total of 412 transcripts were dysregulated in RA CMN of HF versus NF samples (192 up and 220 down), while 628 transcripts were dysregulated (266 up and 362 down) in the LA CMN of HF versus NF samples using a linear fold change no more than 0.667 or at least 1.5 and a false discovery rate (FDR) less than 0.05, respectively (Figure 1B). Using identical analysis parameters, substantially more transcripts (4360 total, 1312 up and 3048 down) were dysregulated in RA CMN of AF+HF versus NF samples, while 1887 transcripts (572 up and 1315 down) were dysregulated in the LA CMN of AF+HF versus NF samples (Figure 1C). Similarly, there was a low frequency of overlap of transcripts dysregulated in HF alone with those dysregulated in AF+HF. Specifically, of the transcripts dysregulated in AF+HF, approximately 2% (92 of 4360 transcripts in the AF+HF RA) and approximately 11% (200 of 1887 transcripts in the AF+HF LA) were also changed in HF alone. These data suggest that unique transcriptional changes occur with AF in right versus left atria and that greater than 89% of the differentially expressed transcript differences in AF+HF atria are specific to AF and not secondary to HF alone (Figure 1, A–C, and Supplemental Tables 4–8).

Among the many differentially regulated genes in AF+HF LA were subunits encoding ion channels or their interacting proteins, such as potassium voltage-gated channel interacting protein 2 (*KCNIP2*), potassium calcium-activated channel subfamily N member 2, and calcium voltage-gated channel subunit alpha1 D (Supplemental Tables 4, 5, 8, and 9), which were expected based on previous studies associating these ion channels with AF (20, 47, 48). One of the downregulated transcripts in AF+HF LA samples was *PITX2*, which encodes a TF involved in left-right asymmetry. Therefore, we asked whether AF gene expression changes occur predominantly in transcripts differentially expressed between the LA and RA at baseline. There were 1180 differentially expressed transcripts between NF LA versus NF RA at baseline (614 up and 566 down). When comparing AF+HF against NF counterparts, approximately 2% differentially expressed transcripts changed within AF+HF RA (99 of 4360), and approximately 2% (39 of 1887) in AF+HF LA (Supplemental Table 8). Therefore, dysregulated transcripts in AF do not predominantly represent an overall change in left versus right chamber identity.

More than 100 loci have been associated with AF through GWAS (22). While GWAS offers powerful and unbiased genome-wide information, it is not able to provide cell type specificity or specific gene expression changes, which may be caused by the risk variants. To probe this relationship further, we generated a heatmap of genes located near AF GWAS loci and interrogated whether transcriptional changes occurred within CMs in our data set. A total of 18 GWAS-associated transcripts were dysregulated in RA CMN of AF+HF versus NF samples (10 up and 8 down) using a linear fold change no more than 0.667 or at least 1.5 and FDR less than 0.05, while none of these changes were observed in HF alone (Supplemental Figure 2 and Supplemental Table 9). Similarly, 19 transcripts were dysregulated (6 up and 13 down) in the LA CMN of AF+HF versus NF samples, and the majority of these changes (63%) also were not seen in HF alone (Supplemental Figure 2 and Supplemental Table 9). This data set provides a useful resource to guide future cell type–specific experimentation related to the mechanisms underlying AF.

Given the distinct global transcriptomic signatures of right versus left atrial CMN in AF, we asked whether differential regulation of TFs may underlie the atrial gene regulatory programs. Using a fold change threshold of no more than 0.667 or at least 1.5 and FDR less than 0.05, we observed that the majority of TFs were also dysregulated only within the AF+HF RA (Figure 1D; 140 unique TFs) or AF+HF LA (Figure 1E; 46 unique TFs), while only 9 TFs (~5% of total) met these criteria in both atria (Figure 1, D and E; and Supplemental Table 10). Several TFs dysregulated within LA CMN have previously been associated with predisposition to AF both in humans and in animal models, including *PITX2* (fold change = 0.37, FDR = 2.42E-02) (27, 49) and short stature homeobox protein 2 (*SHOX2*; fold change = 0.08, FDR = 2.37E-31) (50, 51). Additional TFs specifically dysregulated within human LA CMN have been linked with atrial gene regulation in murine models, including HOP homeobox (52) (fold change = 3.35, FDR = 8.31E-03) and paralogs of ETS variant 1 (*ETV1*; ref. 53), including *ETV5* (fold change = 2.00, FDR = 1.84E-03) and *ETV6* (fold change = 0.59, FDR = 1.28E-02). Interestingly, several TFs were dysregulated in both HF and AF+HF (*SHOX2* and *ETV6*), while the majority of TFs are unique to AF+HF. These data provide further rationale for investigating a chamber-specific role of TFs in regulating atrial gene networks in the context of AF.

### CM ploidy is increased in atrial CMs in human AF and in Notch-activated mice.

The FANS protocol described above to sort CMN using PCM1 can resolve distinct ploidy populations based on DAPI intensity (Supplemental Figure 3). At baseline, there were no differences in ploidy between the LA and RA in NF hearts, with a distribution of approximately 47% 2n cardiomyocytes, 45% 4n, and 7% >4n at baseline in both atrial chambers (Figure 2A). Similarly, in HF alone, the ploidy distribution was similar between the RA and LA (Figure 2B). In contrast, in the setting of AF+HF, there was a relative reduction of 2n nuclei in the LA, with concomitant increases in both the 4n and >4n LA CMN populations (Figure 2C). This increase in the >4n population remained statistically significant when directly comparing the AF+HF LA with NF LA (13% versus 7%, *P* < 0.001). To our knowledge, this is the first association of increased CM ploidy with human AF.

To better understand factors that could contribute to increased CM ploidy in AF+HF LA, we used a computational tool that integrates machine learning approaches to classify differentially expressed genes into biological categories (CompBio, https://www.percayai.com) and found that Notch signaling was dysregulated in the LA, but not the RA, in the setting of AF+HF. Multiple Notch pathway components were dysregulated in AF+HF, including upregulation of the direct Notch target *HES1* in the LA (fold change = 2.39, FDR = 2.66E-03) but not in the RA (Supplemental Figure 4 and Supplemental Tables 4, 5, and 10). Additionally, the Notch pathway was not upregulated in atrial CMN with HF alone, as only 1 of the 53 genes in the Kyoto Encyclopedia of Genes and Genomes database changed in either HF atria (Supplemental Figure 4 and Supplemental Tables 6 and 7). In the *Drosophila* gut, Notch signaling has been associated with endoreplication (54, 55). Specifically, Delta/Notch signaling induces *Hindsight*, which inhibits cyclin-dependent kinase activity (56). To directly test whether Notch signaling may regulate polyploidization within the atria, we used a doxycycline-inducible genetic model to probe the effects of Notch activation within adult myocardium (inducible Notch intracellular domain, iNICD) (39). In both the RA and LA, transient Notch activation for 3 weeks was sufficient to significantly increase 4n nuclei (13% up to 17%) at the expense of 2n nuclei (85% down to 81%) in mice (Figure 3, A and B; and Supplemental Figure 5), suggesting a potential role for Notch signaling in atrial polyploidization in AF.

### Notch activation differentially regulates the transcriptome of the murine left versus right atrium.

Previous work from our group demonstrated that transient Notch activation in a murine model predisposes to reentrant atrial arrhythmias (39). Given the chamber-specific responses in human atria in the setting of AF (Figure 1), we compared gene dysregulation in the Notch-activated LA with the RA from the same animals (Figure 4). 

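The LA libraries came from 6 iNICD mice and 6 littermate controls. iNICD mice carry *αMHC-rtTA*, which expresses the reverse tetracycline transactivator in cardiomyocytes, and *tetO_NICD*, which expresses the intracellular domain of Notch1 when the transactivator and doxycycline are present; the controls carried *αMHC-rtTA* alone. Both groups received doxycycline chow for 3 weeks from an age of 2 to 3 months, without washout. There were 4 female and 2 male controls and 3 female and 3 male iNICD mice, and each LA was sequenced as its own library. Data from the RA and from human nuclei were not analysed here. After removal of ribosomal RNA, stranded single-end reads were mapped by the authors, who deposited raw read counts, without normalization, for 54658 gene names in each library. The Supplemental Methods describe counting by TopHat2 and HTSeq, with mitochondrial reads left out, for the LA, and counting by STAR and featureCounts against mm10 for Figure 4A; the deposited table does not name its counter, and it holds 37 mitochondrial genes. Between 21555678 and 26902478 reads per control library were counted on genes (median 24168086), and between 21432632 and 27182038 per iNICD library (median 24495466.5), with no difference between the groups (two-sided exact permutation test, p = 0.606, n = 6 per group). The paper states that 22M to 30M reads per LA library were mapped; the values here use the counts on genes. *Notch1*, from which the transgene's coding sequence is derived, had 2335 to 3311 counts in the control libraries and 71187 to 107667 in the iNICD libraries; reads of the transgene and of the endogenous gene cannot be told apart in a count per gene. The labelled sexes were checked against *Xist*, which had 5888 to 8918 counts in the 7 libraries labelled female and 17 to 91 in the 5 labelled male. Genes with a depth-scaled count (CPM) of more than 1 in at least 6 libraries were tested, 13541 in all, with edgeR's quasi-likelihood test on counts normalized by the TMM method and Benjamini-Hochberg adjustment. On simulated counts with 192 changed genes among 13414 tested, the test recovered 179 and made 183 calls, none of them false. The calls beyond the 179 were genes of a list that was also shifted in the simulation. Each of the changed genes was shifted at least 2-fold, so recovery of smaller changes was not measured. Control and iNICD libraries share replicate numbers. Libraries with the same number deviated from their group means with a mean correlation of 0.121 across genes (exact permutation of the pairing, p = 0.0514); with the numbers of the sample descriptions, which exchange 2 controls, it was 0.138 (exact permutation p = 0.0347). Libraries numbered 1, 2, 3 and 6 were of the same sex in both groups, and sex was not removed first. The correlation thus cannot tell a shared number from a shared sex. Counts of changed genes are also given with the replicate number, or the description number, as a block. The first principal component held 32.6% of the variance and set control replicate 5 apart, at -77.4 against -20.2 to 7.98 for the other controls.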

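In the LA, 377 genes were higher in iNICD than in control libraries at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 124 of them at least 2-fold. With the replicate number as a block 332 genes were higher, and with the description number 285. The choice of libraries and of test moved this count most, to 8 when only the 2 male control and 3 male iNICD libraries were compared and to 615 with DESeq2. These 2 male controls include control replicate 5. Of all tested genes, 519 had no overlap between the 6 control and the 6 iNICD libraries, an arrangement that chance gives for 0.216% of genes; 387 of them were among the 558 genes that changed in either direction. *Notch1* itself rose from 118 ± 10.0 to 3408 ± 441 normalized CPM (mean ± SD, n = 6 per group), a log2 fold change of 4.85 with a standard error of 0.11 (edgeR adjusted p = 3.03e-11). The 3 genes with the largest log2 fold changes among those with separate groups were *Lrrc8e* at 6.46 (standard error 0.21), *Nup62cl* at 5.89 (standard error 0.26) and *Cck* at 5.78 (standard error 0.43). Their control levels were low, with means of 0.675, 0.157 and 0.207 normalized CPM, so the size of these fold changes rests on few control reads. Among Notch target genes, *Nrarp* had a log2 fold change of 4.39 (standard error 0.29), *Hey1* of 1.77 (standard error 0.14) and *Heyl* of 1.71 (standard error 0.14), each with all 6 iNICD libraries above all 6 controls. *Hey2*, at 2.27 ± 0.334 normalized CPM in control and 2.57 ± 0.536 in iNICD libraries (SD, n = 6 per group), did not differ beyond the spread between replicates (log2 fold change 0.18, standard error 0.17, edgeR adjusted p = 0.63).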

A total of 896 genes were upregulated in response to Notch signaling in either the LA or RA, while only approximately 32% (286 genes) were upregulated in both atria (Figure 4A; Supplemental Table 11). Similarly, 562 genes were downregulated in response to Notch signaling, but only approximately 29% (161 genes) were downregulated in both the RA and LA (Figure 4A; Supplemental Table 11). 

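In the LA, 181 genes were lower in iNICD than in control libraries at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 46 of them at least 2-fold, and 136 were lower with either number as a block. This count was the more sensitive of the 2 directions to the control libraries: leaving out control replicate 5 raised it to 304. The largest decrease among genes with separate groups was that of *Nacad*, from 33.9 ± 5.33 to 2.90 ± 1.16 normalized CPM (SD, n = 6 per group), a log2 fold change of -3.55 (standard error 0.26, edgeR adjusted p = 3.18e-06). *Ctgf* followed with -2.49 (standard error 0.48, edgeR adjusted p = 0.0107), and *Noct* with -2.48 (standard error 0.33, edgeR adjusted p = 6.67e-04). The control level of *Ctgf*, 1935 ± 1448 normalized CPM (SD, n = 6), was carried in part by control replicate 5, which stood at 4841 while the other controls lay between 929.5 and 1690.4; without that library the log2 fold change of *Ctgf* was -1.97.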

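The 28 genes that Supplemental Table 12 lists for arrhythmia were all among the tested genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes, 19 of them changed in the iNICD LA, 12 higher and 7 lower. Adjusted over the list alone, all 28 passed; the list was drawn from the paper's own calls on these libraries, so that count shows no independent stability. The direction was that of Supplemental Table 11 for 28 of 28 genes. DESeq2 gave 27 changed genes of the list, the exact test of edgeR 25, sex as a covariate 21 and either of the 2 other expression filters 17; the replicate number as a block gave 13 and the description number 12, comparing only females 12 and comparing only males 0. *Nppa*, which encodes atrial natriuretic peptide, fell from 24221 ± 3866 to 4821 ± 2060.1 normalized CPM (SD, n = 6 per group), a log2 fold change of -2.33 (standard error 0.28, edgeR adjusted p = 3.39e-04). *Myl4*, the atrial essential myosin light chain, had a log2 fold change of -0.75 (standard error 0.09, edgeR adjusted p = 3.2e-04), and *Mybpc3* one of 0.89 (standard error 0.11, edgeR adjusted p = 4.43e-04). *Adora1* rose by a log2 fold change of 1.98 (standard error 0.30), with every iNICD library above every control. The list had 9 genes that did not pass, with edgeR adjusted p-values from 0.0541 to 0.148, among them *Vegfa*, *Tuba1c*, *Tuba4a*, *Ptgs1*, *Kcnh2*, *Scn4b* and *Scn2b*. For *Vegfa* the control group held one distant value, 388 normalized CPM in control replicate 5 against 208 to 251 in the others. *Ptgs1* lies on chromosome 2 of GRCm38 (mm10) from 36230426 to 36252272, near a stretch from 37370069 to 39226451 in which 15 of 16 tested genes were higher in the iNICD LA.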

Using Ingenuity Pathway Analysis software, GO analysis on differentially regulated transcripts in the Notch-activated LA revealed that, of the top 25 diseases and functions, 14 were related to arrhythmias, and 8 pathways were related to atrial arrhythmias (Figure 4B; Supplemental Table 12). This transcriptional signature occurred in the absence of structural changes within the LA (Supplemental Figure 6). Validation of the RNA-sequencing for specific AF-associated genes in a second murine cohort demonstrated dysregulation of genes encoding K^+^ channel subunits comprising I_to_ (*Kcnip2*, 0.37 ± 0.11, *P* < 0.001), I_Kr_ (potassium voltage-gated channel subfamily H member 2, *Kcnh2*, 1.4 ± 0.067, *P* < 0.001), and I_Ks_ (potassium voltage-gated channel subfamily Q member 1, *Kcnq1*, 2.3 ± 0.064, *P* < 0.000001) (Figure 4C, Supplemental Table 14). Several TFs associated with AF were also dysregulated in the LA after Notch activation, including the direct Notch target *Hes1* (5.17 ± 0.053, *P* < 0.00000001), *Tbx5* (0.79 ± 0.078, *P* < 0.05), and *Pitx2* (1.5 ± 0.11, *P* < 0.001) (Figure 4D, Supplemental Table 14). Although *Pitx2* has traditionally been thought to be downregulated in human and murine models of AF, these studies have mostly been associated with bulk tissue sequencing, which is not cell type specific. There is also evidence that *PITX2C* is upregulated specifically in CMs of humans with chronic AF, and models of human atrial cells suggest that *PITX2* upregulation can increase the risk of chronic AF (57, 58). These seemingly contradictory results suggest that *Pitx2* levels are sensitive to change in the setting of AF and that either up- or downregulation may be associated with an arrhythmic phenotype.

### The murine LA AP was prolonged after Notch activation and did not respond to I_Kr_ blockade.

Given distinct transcriptomic changes in right and left atria after Notch activation, we asked whether the cellular electrophysiologic response is also distinct. We previously reported that Notch activation within the RA leads to persistently reduced *Scn5a* expression, CV slowing, and reduced *dV*_m_*/dt*_max_ consistent with reduced sodium current, without affecting the resting membrane potential (RMP) or APD (39). While *Scn5a* expression was downregulated in the RA after Notch activation, in contrast, it remained unchanged within the LA (Supplemental Table 11). In contrast to findings in the RA, we observed LA-specific expression changes in genes encoding subunits of voltage-gated potassium channels (Figure 4C). To determine whether these transcriptional changes may result in functional changes in atrial electrophysiology, we performed sharp microelectrode recordings on Langendorff-perfused murine hearts. Notch signaling was activated for 4 weeks followed by a minimum 4-month washout period to determine whether electrophysiologic effects were persistent. To our surprise, we found that the LA APD was persistently prolonged during all phases of repolarization, including APD_20_, APD_50_, APD_70_, and APD_90_, during sinus rhythm (Figure 5, A–E; Supplemental Figure 7; Supplemental Table 13) while no other measured parameters, including RMP, *dV*_m_/*dt*_max_, AP amplitude, or ERP, were significantly changed in the LA (Figure 5, F–I; Supplemental Table 13). Given that APD can vary based on stimulus cycle length, we also performed sharp microelectrode recordings during 10 Hz pacing and observed consistent APD prolongation during all phases of repolarization in the Notch-activated LA (Supplemental Figure 8; Supplemental Table 13). Therefore, chamber-specific transcriptional responses predict cellular electrophysiology and demonstrate that transient Notch activation in atrial CMs can cause long-term changes in LA electrophysiology.

In rodent atria, high I_to_ current densities dominate during all phases of repolarization and account for the remarkably abbreviated APs lacking a clear plateau phase (59). Although mice express many of the genes encoding subunits of K^+^ channels found in humans, I_Kr_ and I_Ks_ currents contribute minimally to repolarization in adult murine hearts (60–62). 

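Among the genes that encode pore-forming and accessory subunits of voltage-gated potassium channels, 25 were expressed highly enough in the LA to be tested, and 3 changed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. *Kcnq1* and *Kcnd3* were higher and *Kcnip2* was lower; adjusted over the 25 genes alone, 4 passed, *Kcnh2* being the fourth. The other 22 genes had log2 fold changes from -0.97 to 0.64. With either number as a block 2 genes changed, and 5 with a correction for GC content chosen after the data were seen. *Kcnq1* lies on chromosome 7 of GRCm38 (mm10) from 143106362 to 143427042. It rose from 77.1 ± 17.2 to 172 ± 22.8 normalized CPM (SD, n = 6 per group), a log2 fold change of 1.16 with a standard error of 0.15 (edgeR adjusted p = 5.85e-04), and every iNICD library lay above every control. *Kcnh2*, on chromosome 5 from 24319589 to 24351604, had 214 ± 51.6 normalized CPM in control and 309.6 ± 45.1 in iNICD libraries (SD, n = 6 per group). Its log2 fold change was 0.53 with a standard error of 0.16; the adjusted p was 0.0951 over all tested genes and 0.0383 over the potassium channel genes (edgeR's quasi-likelihood test), and 5 of 6 iNICD libraries lay above all controls. *Kcnd3*, on chromosome 3 from 105452330 to 105674002, had 31.2 ± 3.95 and 39.7 ± 2.36 normalized CPM (SD, n = 6 per group), a log2 fold change of 0.35 (standard error 0.08, edgeR adjusted p = 0.0331); it passed in 4 of the 12 fits that each left out one library.

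**Figure D1:**
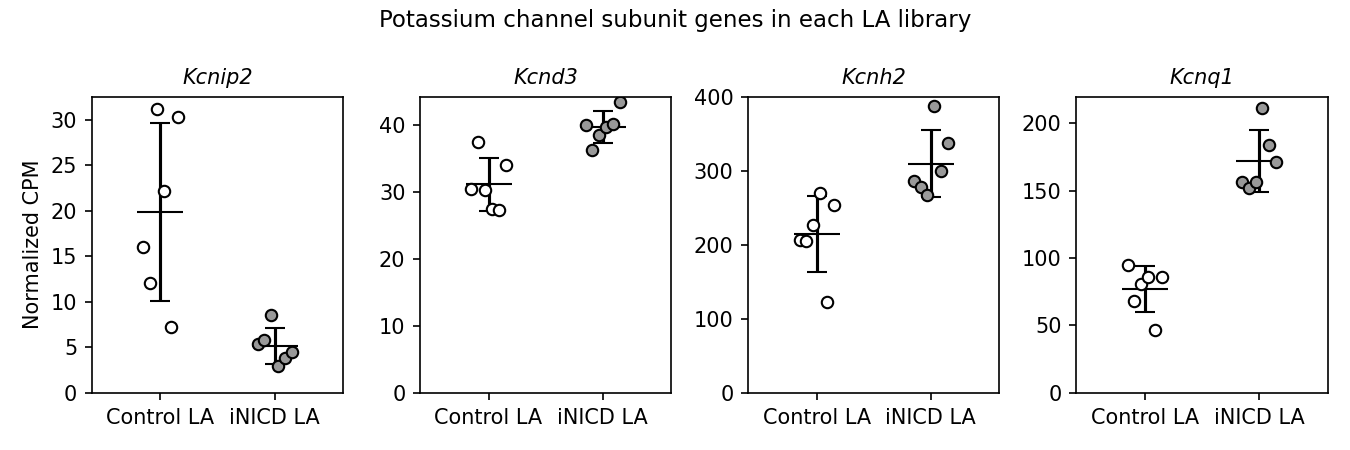
Normalized CPM of 4 potassium channel subunit genes in the control LA (white) and iNICD LA (grey); each point is one mouse, horizontal lines are group means and vertical bars are SD (n = 6 per group). The iNICD libraries of *Kcnq1* all sit above the controls, whereas those of the other 3 genes overlap them in part.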

The Notch-activated transcriptional signature and directionality of K^+^ channel subunit gene expression matched those observed in human AF, including upregulation of *Kcnh2* (subunit of I_Kr_) and *Kcnq1* (subunit of I_Ks_). However, in contrast to the shorter APD typically observed in the human atria during fibrillation (63), Notch activation prolonged the murine LA APD (Figure 5, A–E). 

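*Kcnip2*, which encodes the accessory subunit KChIP2 of the channels behind I_to_, lies on chromosome 19 of GRCm38 (mm10) from 45791839 to 45816061. Its level was 19.8 ± 9.77 normalized CPM in the control LA and 5.18 ± 1.96 in the iNICD LA (SD, n = 6 per group). The log2 fold change was -1.93 with a standard error of 0.35 (adjusted p = 0.00773, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The controls were widely spread, from 7.25 to 31.2 normalized CPM, and 5 of the 6 iNICD libraries lay below all of them (two-sided exact permutation test, p = 0.00433). With each library left out in turn, the log2 fold change stayed between -2.14 and -1.76 and the gene passed the threshold in all 12 fits.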

Downregulation of *Kcnip2*, which encodes a subunit of I_to_, is reduced in both our murine model and in human AF (64–66). *Kcnip2* downregulation may contribute to prolongation throughout all phases of the AP observed in Notch-activated mice, while in humans, it may correlate with the prolonged AP duration at 20% repolarization observed in AF (67). To demonstrate whether Notch-mediated increases in *Kcnh2* expression would result in increased I_Kr_ and influence atrial APs, we acutely activated Notch signaling for 4 weeks and found similar APD changes at baseline (Figure 5J) to those that persisted after a prolonged washout period (Figure 5A). Next, we treated Notch-activated mice with dofetilide, the class III antiarrhythmic drug commonly used to treat AF through blocking the I_Kr_ current (Supplemental Figure 7, Supplemental Table 13) (68). Although the APD was prolonged at baseline in the iNICD LA (Figure 5J, Supplemental Table 13), 10 nM dofetilide did not further prolong the APD_20_, APD_50_, APD_70_, or APD_90_ or affect RMP, *dV*_m_/*dt*_max_, or AP amplitude (Figure 5, J–N; Supplemental Figure 7; Supplemental Figure 9; and Supplemental Table 13). Taken together, these data suggest that the murine model recapitulates transcriptional responses seen in humans, although differences in individual currents potentially germane to AF risk exist between species.

## Discussion

One of the most striking and consistent findings across species described herein is the observation of distinct transcriptional networks within the RA and LA. AF is a highly complex and heterogeneic disease (69), which manifests in the presence of various clinical backgrounds ranging from classic systolic HF to lone familial AF (3, 70). This detailed investigation of the transcriptome of human LAPW versus RA CMN determined that more genes are differentially regulated than similarly regulated between human atria in the setting of AF (Figure 1, Supplemental Tables 4 and 5). Here, we provide a resource detailing AF-associated GWAS loci and TF expression changes specifically within human right versus left atrial CMN, which may be used in guiding future cell type–specific experimentation related to AF mechanisms (Supplemental Figure 2, Supplemental Tables 9 and 10). Although there was very little overlap between changes observed in the RA and LA CMN, both chambers exhibited significant transcriptional changes, which may reflect the involvement of both the RA and LA in AF perpetuation. Although AF is frequently considered an LA disease, these data further support the emerging notion that the RA could contribute to AF by mechanisms different from those operative in the LA. The emerging need for extensive ablation of RA sites in addition to pulmonary vein isolation and LA modification in many patients, particularly those with persistent AF, supports this notion.

The AF GWAS patient population used as a reference (22) shares similar comorbidities to the AF samples in this manuscript, including age, hypertension, and diabetes. While the number of patients with HF was not defined for the GWAS, the meta-analysis reviewed approximately 65,000 patients with AF, including approximately 6500 with unspecified HF compared with the end-stage HF AF samples used in this study. It is possible that inherent differences between patient characteristics in the GWAS data set versus our cohort could limit our ability to detect relevant changes. At least 1 patient in the AF+HF group in our study was in sinus rhythm at the time of tissue procurement (paroxysmal AF). Since all AF+HF samples clustered together on the PCA and were separated from HF-alone samples, this suggests a distinct transcriptional profile may exist in AF-susceptible atria independent of the fibrillation process itself. Our finding is consistent with a previous study in dogs demonstrating that HF plus atrial tachycardia (as would occur in a patient with HF who develops AF) produced ionic changes distinct from HF or atrial tachycardia alone and distinct from predicted additive effects of HF and atrial tachycardia (71). Therefore, future studies focused on elucidating the transcriptome throughout various stages of AF, as well as in association with distinct AF-associated clinical entities, may provide additional valuable information.

Chamber-specific findings were also supported in our murine model of Notch activation, where transcriptional changes paralleled distinct electrophysiologic reprogramming between the RA and the LA (Figure 4 and Figure 5). Previous work from our laboratory demonstrated that Notch signaling regulates ion channel expression in part through chromatin modification (39, 72). The transcriptional and electrophysiologic changes persist long after transient Notch activation, consistent with a reprogramming process. It is known clinically that “AF begets AF.” While atrial fibrosis and atrial dilation are known contributing factors to AF perpetuation, it will be interesting to further probe the role of the epigenome in this process.

A recent study demonstrated that HEY1/HEY2 (Hes related family BHLH transcription factor with YRPW motif 1/2) TF binding motifs are abundant in open chromatin located near AF-associated GWAS loci in human LA tissue (26). HEY1 and HEY2 are direct targets of Notch signaling that play important roles in heart development (73). Interestingly, although we did not detect *HEY1* or *HEY2* expression in human AF+HF atrial CMN, the Notch downstream target *HES1* is upregulated specifically in human AF+HF LA but not RA (Supplemental Figure 4, Supplemental Tables 5 and 10). The HES1 consensus binding motif (C A/G CGTG) (74) is very similar to the HEY1/HEY2 motif (CACGTG) (75). Given that Notch activation upregulates *Hes1* in the murine LA, creating a transcriptional signature resembling AF, including dysregulation of *Pitx2* and *Tbx5* (Figure 4, B–D), ongoing and future work will further probe these gene regulatory networks driving AF susceptibility and perpetuation.

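In the LA libraries, *Hes1* (chromosome 16 of GRCm38, from 30064384 to 30067796) rose from 20.9 ± 4.80 to 87.7 ± 5.91 normalized CPM (SD, n = 6 per group), a log2 fold change of 2.07 with a standard error of 0.14 (adjusted p = 1.82e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tbx5* (chromosome 5, from 119832668 to 119885219) fell from 428 ± 82.4 to 268 ± 24.8 normalized CPM (SD, n = 6 per group), a log2 fold change of -0.67 with a standard error of 0.12 (edgeR adjusted p = 0.00494). For both genes the control and iNICD libraries did not overlap. The paper also reports higher *Hes1* and lower *Tbx5* by RT-qPCR in the LA of a second cohort. From the higher *Hes1* and a signature resembling AF, which includes *Tbx5*, it states that it will study these networks further.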

Human CMN are primarily diploid but become tetraploid and even octoploid in the setting of heart dysfunction, suggesting there may be activation of regenerative signaling pathways associated with new DNA synthesis without subsequent nuclear division (37, 38). Furthermore, there is evidence that failing hearts that undergo mechanical unloading through left ventricular assist device placement revert from primarily polyploid to diploid (76). We provide the first evidence to our knowledge that ploidy is increased in human atrial CMN in the setting of AF+HF, specifically in the LA (Figure 2). In addition, we show that Notch activation in adult atrial CMs is sufficient to induce polyploidization (Figure 3). The potential benefits of polyploidization in the heart are not fully understood (77). One potential evolutionary benefit could be to enable an increase in the metabolic capacity of a nonregenerative tissue such as the heart through funneling energy into gene duplication and additional protein synthesis without requiring dissolution of sarcomeres, which might have devastating effects on an already failing heart. Given that there is presumably an increased nuclear size resulting in a reduction of the nuclear surface-to-volume ratio of higher ploidy nuclei, there have been examples of a lower efficiency of nuclear import of specific factors resulting in small perturbations in gene expression (78, 79). A recent murine study demonstrated that the gene expression profiles in mono- versus multinucleated ventricular CMs are similar (80). Interestingly, a rabbit study demonstrated that LA mononuclear CMs have a more positive RMP and longer APD_90_ compared with binuclear CMs that may be associated with increased arrhythmogenic activity (81). Limitations in atrial tissue availability prohibited a thorough analysis of the effect of ploidy on human atrial gene expression in AF; however, this could be further explored in future studies.

Targeting individual AF arrhythmia mechanisms may provide a basis for the development of more effective therapies. Indeed, computational models taking into account individual fibrosis patterns have been used for personalizing ablation in a small number of patients with persistent AF with improved clinical efficacy (82). Also in support of a targeted approach, flecainide, an Na_v_1.5 blocker used to treat supraventricular tachycardias, is more effective in suppressing atrial arrhythmias in the setting of reduced *Pitx2c* mRNA levels in mice (83). Despite the promise of precision medicine approaches targeting molecular pathways, there are several barriers complicating this approach, including multifactorial AF etiologies. While it is typically thought that perpetuation of AF is associated with APD shortening and decreased atrial refractoriness (63, 67, 84, 85), there is also evidence to suggest that the electrophysiologic substrate predisposing to the onset of AF may be varied. An intriguing study involving 1308 people without structural heart disease who underwent an electrophysiologic study found that the atrial ERP (AERP) increases with age (86). Follow-up of these subjects over 12 years demonstrated that a prolonged baseline AERP, at least 280 ms, was predictive of patients at significantly increased risk of developing AF. In another study, individuals with AF associated with sick sinus syndrome also demonstrate AP prolongation (87). Therefore, AF is likely to be associated with diverse molecular and physiologic signatures. A limitation to the current study is that it only focused on human AF in the setting of HF, and it is possible that the findings may not be relevant to AF in other contexts.

While the Notch-activated murine model recapitulates transcriptomic changes associated with human AF, there are electrophysiological differences between murine and human atria. For example, the repolarizing current I_to_ is present in both mice and humans and predominates repolarization in mice, whereas I_Kr_ and I_Ks_ do not contribute significantly to murine repolarization. Downregulation of *Kcnip2*, which encodes a subunit of I_to_, is reduced in both our murine model and in human AF (64–66) and may contribute to prolongation throughout all phases of the AP observed in Notch-activated mice. To demonstrate whether Notch-mediated increases in *Kcnh2* expression would result in increased I_Kr_ and influence atrial APs, we treated Notch-activated mice with the I_Kr_ blocker dofetilide and saw no change in the APD (Figure 5, J–N; and Supplemental Table 13), suggesting that I_Kr_ is not present.

Given these differences in ionic currents in human atria when compared with animal models, there is a need for improved human model systems to better understand atrial arrhythmia mechanisms and test AF therapeutics. While the stem cell field has come a long way toward providing a valuable in vitro platform for understanding human biology and enabling high-throughput screening, it remains difficult to approximate the native atrial tissue architecture and adult atrial electrophysiologic properties (88). For example, typical conduction velocities in stem cell models are often an order of magnitude lower than velocities in human atria. Additionally, as demonstrated above, important differences exist between the human right and left atrium, and it has not been established whether atrial CMs derived from induced pluripotent stem cells behave more similarly to right or left atrial CMs. Future work will aim to establish robust platforms for elucidating underlying AF mechanisms, which may include human ex vivo models of atrial conduction to aid in the drug development process. A deeper understanding of the mechanisms underlying AF may enable development of new precision medicine strategies to reduce the high societal burden of AF.

## Methods

### Animals.

*αMHC-rtTA* (89), *tetO_NICD* (90) (iNICD) mice have been described previously and were maintained on a mixed genetic background. Mice between the ages of 2 and 9 months were used, including age-matched littermate control animals for comparison. For experiments involving conditional gene expression, induction of NICD expression was accomplished with doxycycline chow (BioServ 200 mg/kg) during the stated time points. 

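The 12 LA libraries came from 7 female and 5 male mice. In a model with sex, genotype and their interaction (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), no gene had an interaction at an adjusted p-value under 0.05; the lowest was 0.916. At an unadjusted p under 0.05 there were 501 genes, fewer than the 677 that chance gives among the tested genes. On simulated counts with a 4-fold interaction given to 200 genes above 10 CPM, 185 were recovered. Smaller interactions were not simulated. Among the 2 male controls was control replicate 5, which lay apart from the other controls, and no simulated library stood apart in that way. The recovery in the simulation may thus be higher than in these libraries. DESeq2 called 1 gene, *S1pr3*, which was named after its values were seen. Fitted separately, the log2 fold changes in females and in males had the same sign for 558 of the 558 changed genes, and their Pearson correlation across these genes, which are not independent replicates, was 0.962. Both counts use genes chosen in the combined libraries, so the shared sign is in part fixed by that choice.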

Mice of both sexes were used in all studies, and though experiments were not powered to specifically detect sex differences, no obvious differences in any parameters were noted between sexes.

### Human tissue acquisition.

NF human hearts were obtained from Mid-America Transplant Services (MTS) in St. Louis, Missouri, USA. Experimental protocols were approved by the Washington University in St. Louis Institutional Review Board (IRB). Informed consent was obtained for all tissue used in this study. Tissue samples from the RV, LV, RA free wall, and LAPW of each heart were collected and immediately flash-frozen in liquid nitrogen and stored at −80°C. AF+HF and HF human heart tissues were obtained from the Translational Cardiovascular Biobank & Repository (TCBR) at Washington University in St Louis. Due to previously acquired patient demographics during initial tissue procurement, there is a potential for underrepresentation of clinically relevant data. The available patient characteristics of these donors are summarized in Supplemental Tables 2 and 3.

### Isolation and sorting of human and mouse CMN.

CMN isolation was modified based on previously published studies (44–46). Previously snap-frozen human samples or a combination of 2 mouse left atria were first mechanically homogenized (Bio-Gen PRO200, PRO Scientific) on ice in supplemented homogenization buffer (SHB). The crude homogenate was transferred to a 40 mL Dounce tissue grinder with glass pestle (Kimble) and underwent a minimum of 75 strokes. Progression of nuclei extraction was crudely assessed using a ×10 objective light microscope (Nikon Eclipse E200) after staining a nuclei aliquot with trypan blue. Samples were strained using a 40 μm nylon cell strainer (Corning) and centrifuged at 1000*g* (Avanti J-E Centrifuge, Beckman Coulter) for 5 minutes at 4°C. Supernatant was discarded, pellet was resuspended in SHB, and nuclei were stained with anti-PCM1 (1:1000, HPA023370, MilliporeSigma) for 30 minutes on a Nutator (Thermo Fisher Scientific) at 4°C. To wash nuclei, samples were centrifuged at 1000*g* (Centrifuge 5430R, Eppendorf) for 5 minutes at 4°C, supernatant was discarded, and pellet was resuspended in SHB. Samples were then stained with corresponding secondary antibody Alexa Fluor 647 (goat anti-rabbit, 1:1000, A21244, Invitrogen, Thermo Fisher Scientific) and DAPI (1:45,000, MilliporeSigma) for 20 minutes on a Nutator at 4°C. Nuclei were washed in SHB, then filtered using 30 μm CellTrics strainer (04-004-2326, Sysmex).

Human and mouse CMN were analyzed and sorted by FANS using a MoFlo sorter (Beckman Coulter) with a 100 μm nozzle for batch 1 or Sony SY3200 cell sorter (Sony Biotechnology) with a 100 μm nozzle for batch 2 as defined in Figure 1 and Figure 2 in collaboration with the Siteman Flow Cytometry Core at Washington University in St. Louis. For all experiments, the initial gate identified nuclei of interest and removed debris (SSC versus FSC), followed by doublet exclusion (SSC-w versus FSC), followed by autofluorescence debris exclusion (phycoerythrin versus GFP), followed by identification of CMN (DAPI versus PCM1) and final gate to identify the 2n, 4n, and >4n CMN populations. See Supplemental Figure 3 and Supplemental Figure 5 for the representative gating strategy of human and mouse CMN, respectively.

### Histology and immunohistochemistry.

Immunohistochemistry was performed on paraffin-embedded sections. Gross heart morphology and collagen content were examined using Masson’s trichrome stain (American MasterTech Scientific). Wheat germ agglutinin staining was used to visualize cell membranes and enable quantification of CM cell size.

### Microelectrode recordings.

Investigators were blinded to the sample group allocation during the experiment and analysis of experimental outcome. Mouse hearts were Langendorff perfused and were recorded while in sinus rhythm and when stimulated at 10 Hz (approximately 600 beats per minute). Using glass sharp microelectrodes, single LA CMs were sampled near the epicardial surface. To decrease noise from motion artifacts, blebbistatin (0.2 mg/mL) was used to arrest motion and allow for stable microelectrode recording without requiring the use of floating electrodes.

### Additional information.

All methods related to mouse RT-qPCR (Supplemental Table 14) and RNA-sequencing and analysis are detailed in the Supplemental Methods. Expanded methods for human tissue acquisition, CMN isolation, histology and immunohistochemistry, and microelectrode recordings are also supplied in the Supplemental Methods.

### RA RNA-sequencing accession number.

RA RNA-sequencing data discussed in this manuscript have been deposited in the National Center for Biotechnology Information’s (NCBI) Gene Expression Omnibus (GEO) database and are accessible through GSE100244.

### LA RNA-sequencing accession number.

LA RNA-sequencing data discussed in this manuscript have been deposited in NCBI’s GEO and are accessible through GSE138253.

### Human RNA-sequencing accession number.

Data have been deposited in NCBI’s GEO and are accessible through GSE138252.

### Statistics.

All data are expressed as mean ± SEM. Statistical analyses were performed after assessing for normal distribution using either paired or unpaired Student’s 2-tailed *t* tests for comparison of 2 groups with a Welch’s correction. Values of *P* < 0.05 were considered statistically significant.

### Study approval.

Animal protocols were approved by the Animal Studies Committee at Washington University in St. Louis, and animals were handled in accordance with the NIH’s *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). Protocols involving human tissue acquisition were approved by the Washington University in St. Louis IRB. Informed consent was obtained for all tissue before inclusion in this study. Methods described in this manuscript were performed in accordance with all human research guidelines.

## Author contributions

SLR was responsible for conceptualization of the study. SLR, CEL, JJ, and QG contributed to experimental design. CEL, JJ, QG, TY, and SB conducted experiments, acquired data, and performed data analysis. SCH conducted histology staining. GL contributed to data analysis. CEL, JJ, QG, GL, TY, SCH, DMZ, UG, KT, and BDB contributed to human tissue acquisition. RDN and CPC performed mouse RNA-sequencing and statistical analysis. SL and BZ performed mouse and human RNA-sequencing statistical analyses. CEL and JJ wrote the original draft of the manuscript. SLR and IPM edited the manuscript. First authorship order was determined by the number of figures contributed to the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
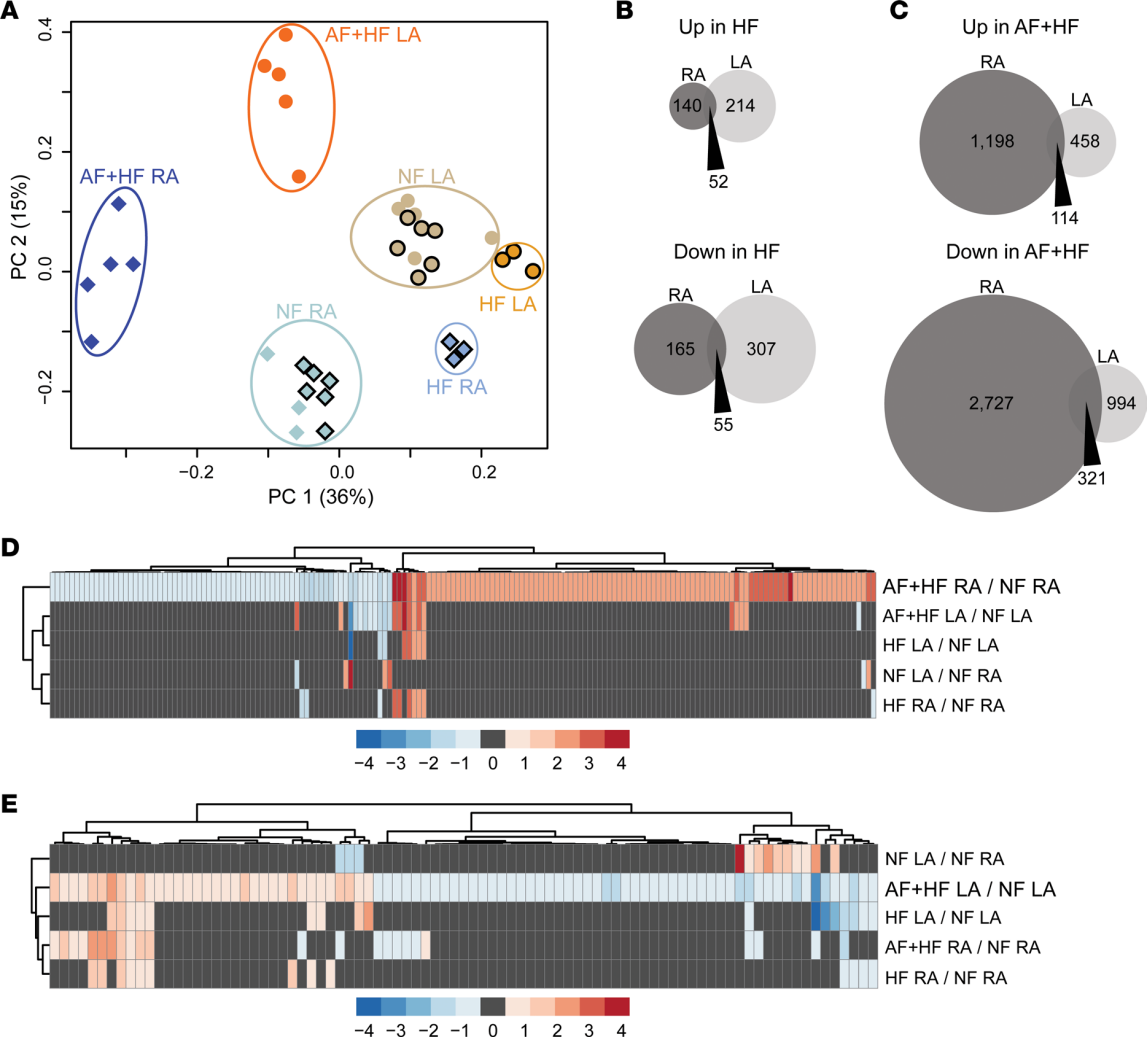
Chamber-specific transcriptomic differences in human atrial fibrillation cardiomyocyte nuclei. RNA-sequencing was performed on isolated cardiomyocyte nuclei (CMN) from human right atrium (RA) and left atrium (LA) from nonfailing (NF) donor hearts rejected for transplantation with no history of atrial fibrillation (AF), explanted hearts from individuals with end-stage heart failure (HF) who received a heart transplant without a history of AF, and end-stage heart failure with a documented history of AF (AF+HF). (**A**) Principal components analysis (PCA) plot showing the distribution of variance among all human samples (NF RA, light teal; AF+HF RA, dark blue; HF RA, light blue; NF LA, brown; AF+HF LA, bright orange; HF LA, orange). Venn diagrams representing the number of differentially upregulated (top) and downregulated (bottom) transcripts in the human RA or LA CMN with (**B**) HF or (**C**) AF+HF when compared with NF controls. (**D**) Heatmap with color scale showing the relative expression levels (*Z* score; red, up; blue, down) of transcription factors (TFs) differentially expressed in AF+HF RA when compared with NF RA. Relative expression levels of the same TFs are shown for each of the other group comparisons, including AH+HF LA compared with NF LA, HF LA compared with NF LA, HF RA compared with NF RA, as well as a comparison of NF LA to NF RA. (**E**) Similar heatmap analysis as shown in **D**, except the TFs shown are those differentially expressed in AF+HF LA when compared with NF LA. RNA-sequencing performed sequentially on 2 batches: batch 1: symbols with black outline on PCA, *n* = 9 individual RA (*n* = 6 NF, *n* = 3 HF) and *n* = 9 individual LA (*n* = 6 NF, *n* = 3 HF). Batch 2: symbols without black outline on PCA, *n* = 8 individual RA (*n* = 3 NF, *n* = 5 AF+HF) and *n* = 10 individual LA (*n* = 5 NF, *n* = 5 AF+HF). Transcripts with a fold change threshold of no more than 0.667 or at least 1.5 and false discovery rate (FDR) less than 0.05 were considered statistically significant.

**Figure 2:**
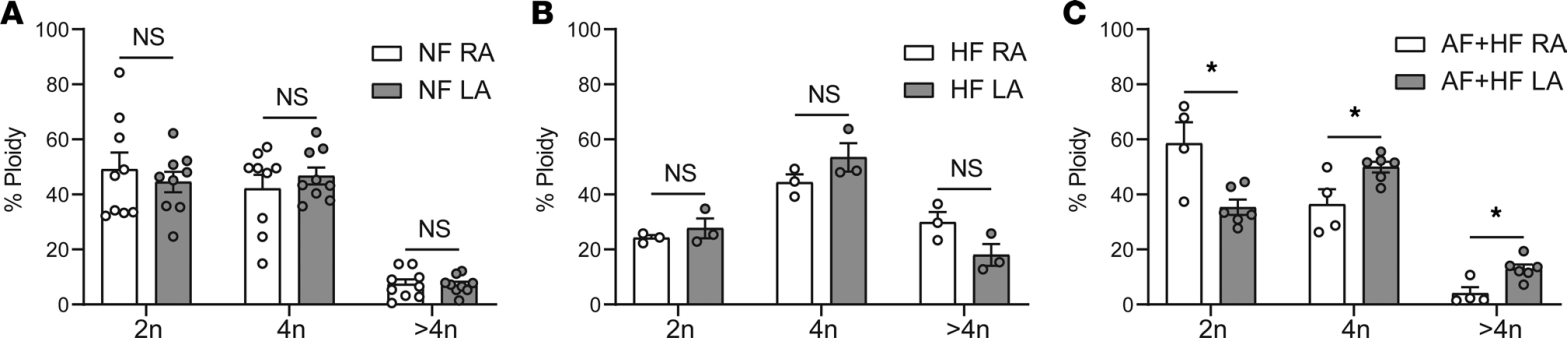
CM ploidy is increased in LA CMs of humans with AF. CMN were isolated from the RA and LA of NF, HF, and AF+HF. Nuclei were sorted based on DAPI and PCM1 staining, and distinct ploidy populations (2n, 4n, >4n) were identified based on differences in DAPI intensity (Supplemental Figure 3). (**A**) CMN ploidy in NF RA versus NF LA is similar. (**B**) CMN ploidy in HF RA versus HF LA is also similar. (**C**) Comparison of ploidy in AF+HF RA versus AF+HF LA shows loss of 2n nuclei, with concomitant increase in 4n and >4n or higher ploidy nuclei in the LA in the setting of AF. Ploidy experiments were performed on 2 sample batches: batch 1: (**A** and **C**) *n* = 9 NF RA, *n* = 9 NF LA, *n* = 4 AF+HF RA, *n* = 6 AF+HF LA; batch 2: (**B**) *n* = 3 HF RA, *n* = 3 HF LA. Data are presented as the mean from each group ± SEM. *P* < 0.05 was considered statistically significant. *P < 0.05; NS, not significant. Unpaired Student’s 2-tailed *t* test with a Welch’s correction was performed for all comparisons.

**Figure 3:**
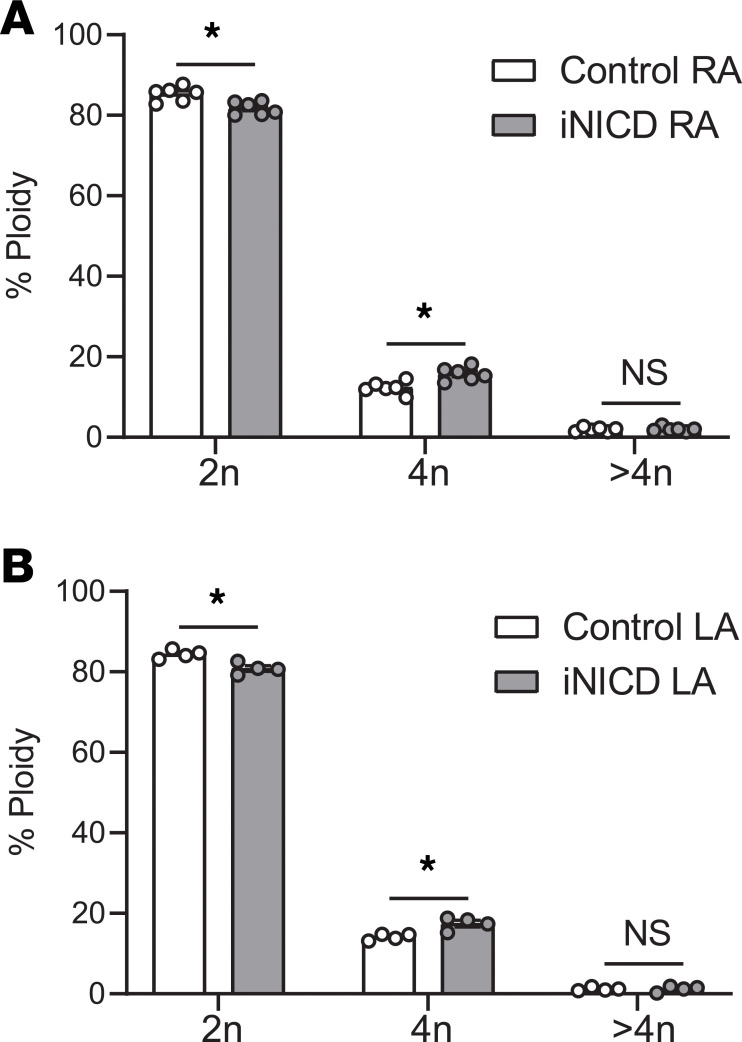
CM ploidy is increased in Notch-activated murine atrial CMs. CMN were isolated from the RA and LA in a murine genetic model of adult Notch activation (iNICD) and compared with littermate controls. FANS was performed for DAPI and PCM1 staining, and distinct ploidy populations (2n, 4n, >4n) were identified based on differences in DAPI intensity (Supplemental Figure 5). At baseline, mice have a higher 2n population (85% in the RA and 84% in the LA) when compared with human atria. Nuclear ploidy distribution of control versus iNICD PCM1-sorted murine (**A**) RA CMN and (**B**) LA CMN. *n* = 6 control RA, *n* = 6 iNICD RA. Two left atria were pooled for each biological replicate; *n* = 4 control LA, *n* = 4 iNICD LA. Data are presented as the mean from each group ± SEM. *P* < 0.05 was considered statistically significant. *P < 0.05; NS, not significant. Unpaired Student’s 2-tailed *t* test with a Welch’s correction was performed for all comparisons.

**Figure 4:**
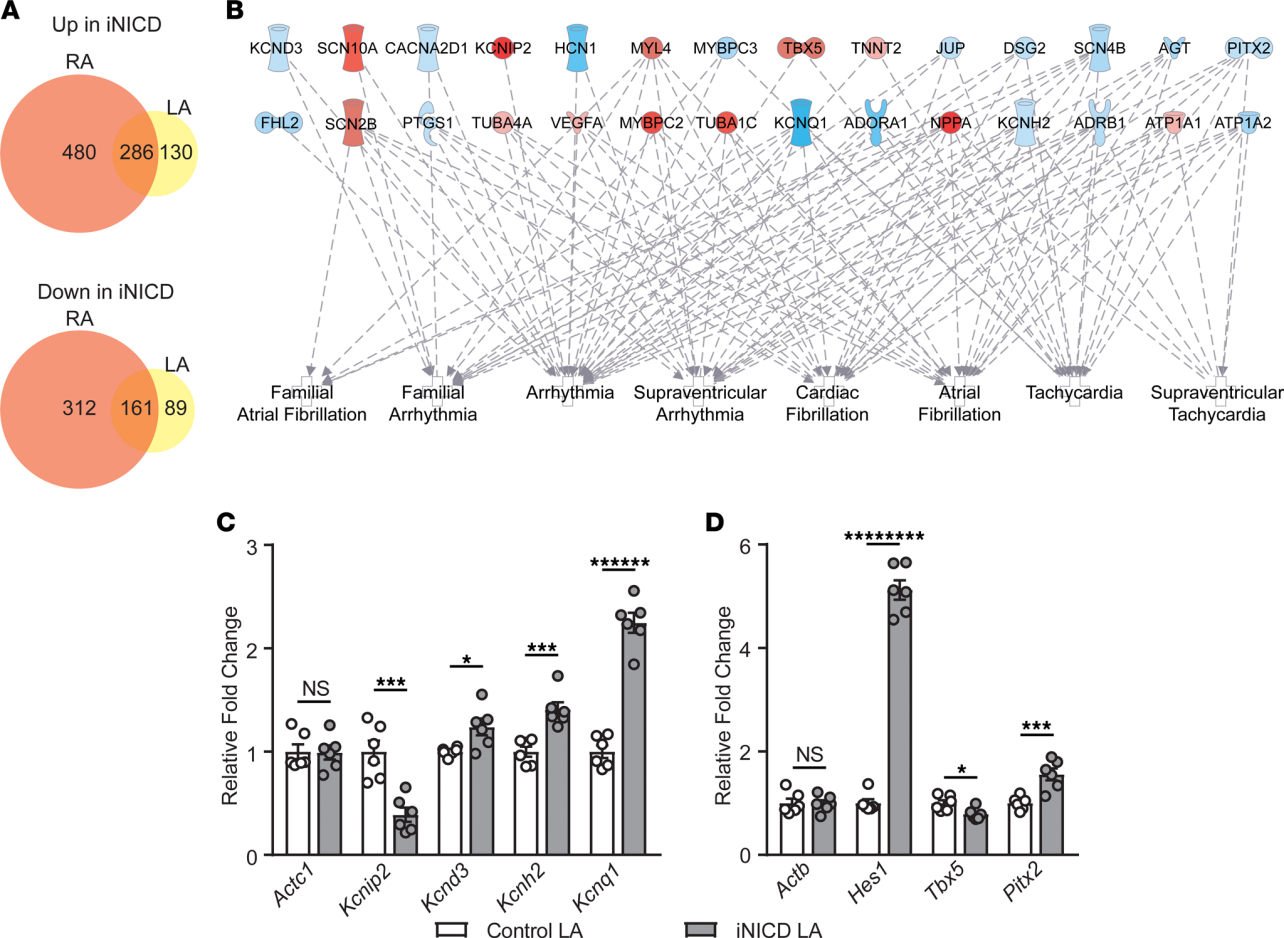
Notch activation differentially regulates the transcriptome of the murine left versus right atrium. Notch signaling was activated in adult CMs (iNICD) followed by RNA-sequencing of the RA and LA. (**A**) The number of significantly dysregulated transcripts in iNICD RA (orange) and LA (yellow) compared with littermate controls is shown, with Venn diagrams demonstrating primarily distinct transcriptional changes within RA and LA. (**B**) Gene ontology (GO) analysis on iNICD LA indicating the statistically significant Ingenuity Pathway Analysis–generated biological diseases that are either general or atrium-specific arrhythmia conditions from the top 25 disease categories and the key differentially expressed genes within the category. Red indicates downregulated, blue indicates upregulated, and color intensity is positively related to fold change. *n* = 6 control RA, *n* = 6 iNICD RA, *n* = 6 control LA, *n* = 6 iNICD LA. (**C** and **D**) Reverse transcription–quantitative polymerase chain reaction (RT-qPCR) validation of genes associated with cardiac electrophysiology and AF was performed on the LA of a second cohort of iNICD mice. K^+^ channel genes (**C**) and transcription factors (**D**) from the GO analysis that are associated with AF. *n* = 6 control LA, *n* = 6 iNICD LA. All fold changes are relative to *Tbp*. Data are presented as the mean from each group ± SEM. *P* < 0.05 was considered statistically significant. *P < 0.05; ***P < 0.001; ******P < 0.000001; ********P < 0.00000001; NS, not significant. Unpaired Student’s 2-tailed *t* test with a Welch’s correction was performed for all comparisons.

**Figure 5:**
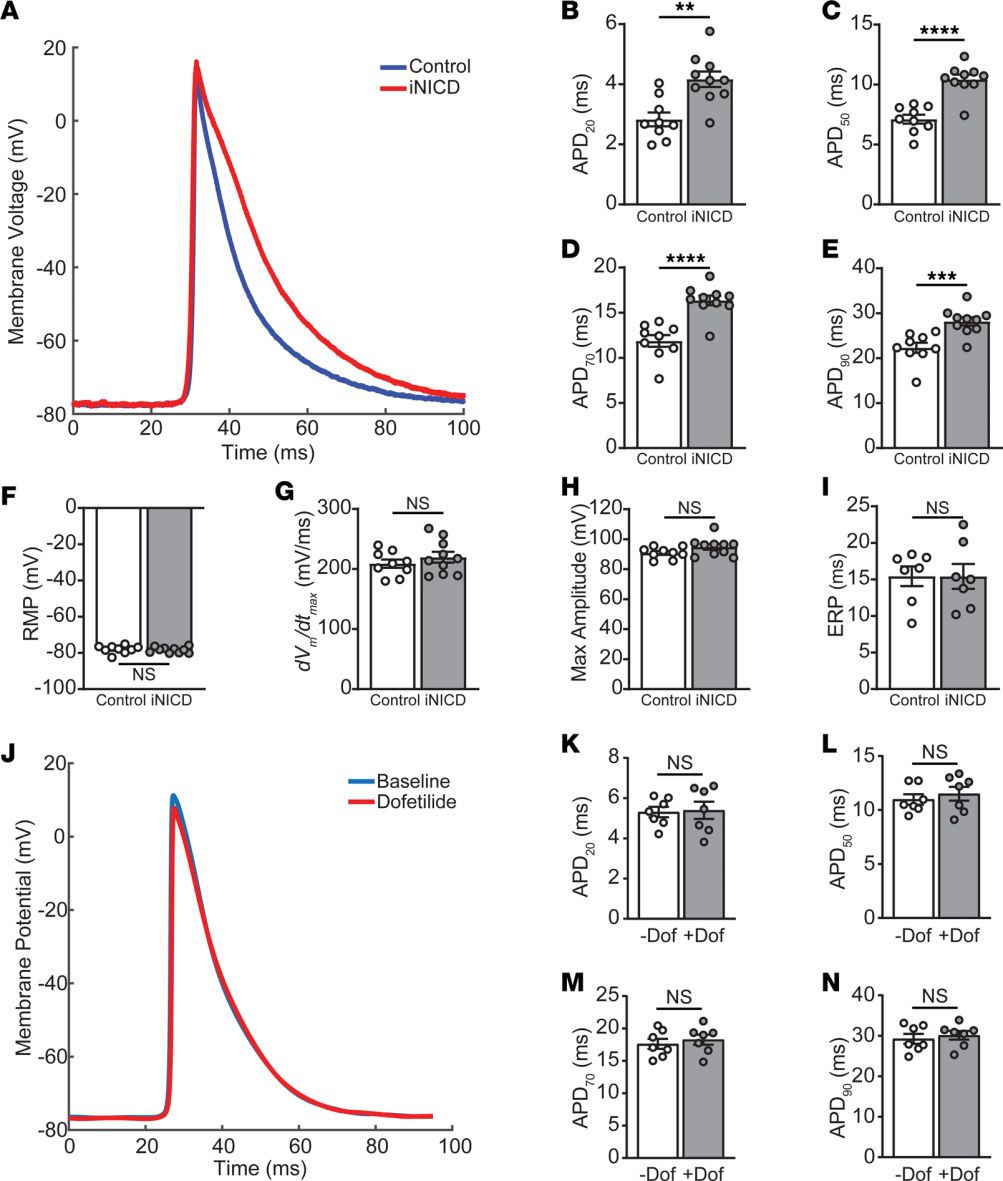
Notch signaling prolongs the murine LA AP and is not responsive to the I_Kr_ blocker dofetilide. Sharp microelectrode recordings were performed ex vivo on the LA of intact murine hearts while in sinus rhythm in control and iNICD mice after a 4-month washout period (**A**–**I**) versus during active Notch activation (**J**–**N**). In addition, during active Notch activation, recordings were taken at baseline (-Dof) versus after 10 nM dofetilide administration, a class III antiarrhythmic drug that blocks I_Kr_ (+Dof, **J**–**N**). (**A**) Representative averaged LA APs in control (blue) and iNICD (red). (**B**–**E**) APDs at 20% (**B**), 50% (**C**), 70% (**D**), and 90% (**E**) repolarization. AP characteristics, including RMP (**F**), *dV_m_/dt_max_* (**G**), max amplitude (**H**), and ERP (**I**). *n* = 9 control mice and *n* = 10 iNICD mice for **B**–**H**. *n* = 7 control mice and *n* = 7 iNICD mice for **I**. (**J**) Representative averaged LA APs in iNICD mice at baseline (blue) and after 10 nm dofetilide administration (red) demonstrate no shortening of the AP, suggesting absence of I_Kr_ current despite transcriptional upregulation of *Kcnh2* in iNICD mice. (**K**–**N**) APDs at 20% (**K**), 50% (**L**), 70% (**M**), and 90% (**N**) repolarization are also unchanged with dofetilide. *n* = 7 iNICD mice. Data are presented as the mean from each mouse ± SEM. *P* < 0.05 was considered statistically significant. **P < 0.01; ***P < 0.001; ****P < 0.0001; NS, not significant. Unpaired Student’s 2-tailed *t* test with a Welch’s correction was performed for comparisons in **B**–**I**. Paired Student’s 2-tailed *t* test with a Welch’s correction was performed for all comparisons in **K**–**N**.

# Supplementary material for: Chamber-specific transcriptional responses in atrial fibrillation
**Source:** JCI Insight. 2020 Sep 17;5(18):e135319. doi: 10.1172/jci.insight.135319
**Supplement:** Supplemental data

## Supplemental Figure 1

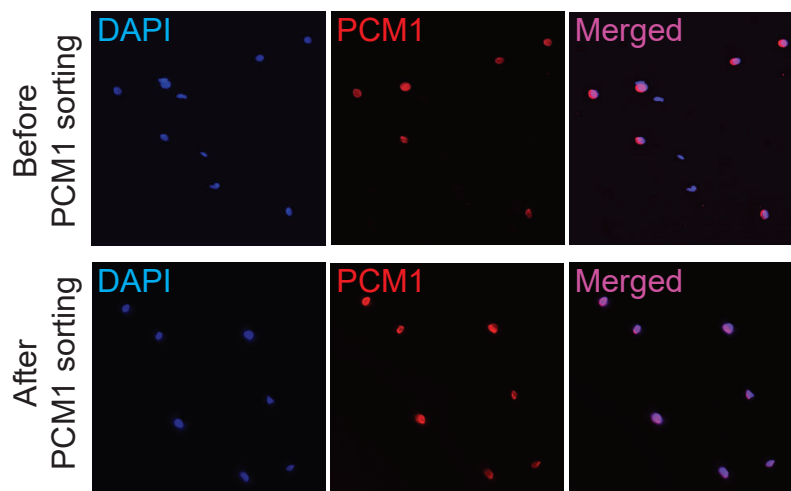

**Supplemental Figure 1. Human cardiomyocyte nuclei are enriched after PCM1 sorting.** Representative images of crude nuclei pellets before (top) and after (bottom) PCM1-based sorting show that sorting for PCM1 isolates a population highly enriched for cardiomyocyte nuclei.

Supplemental Figure 2

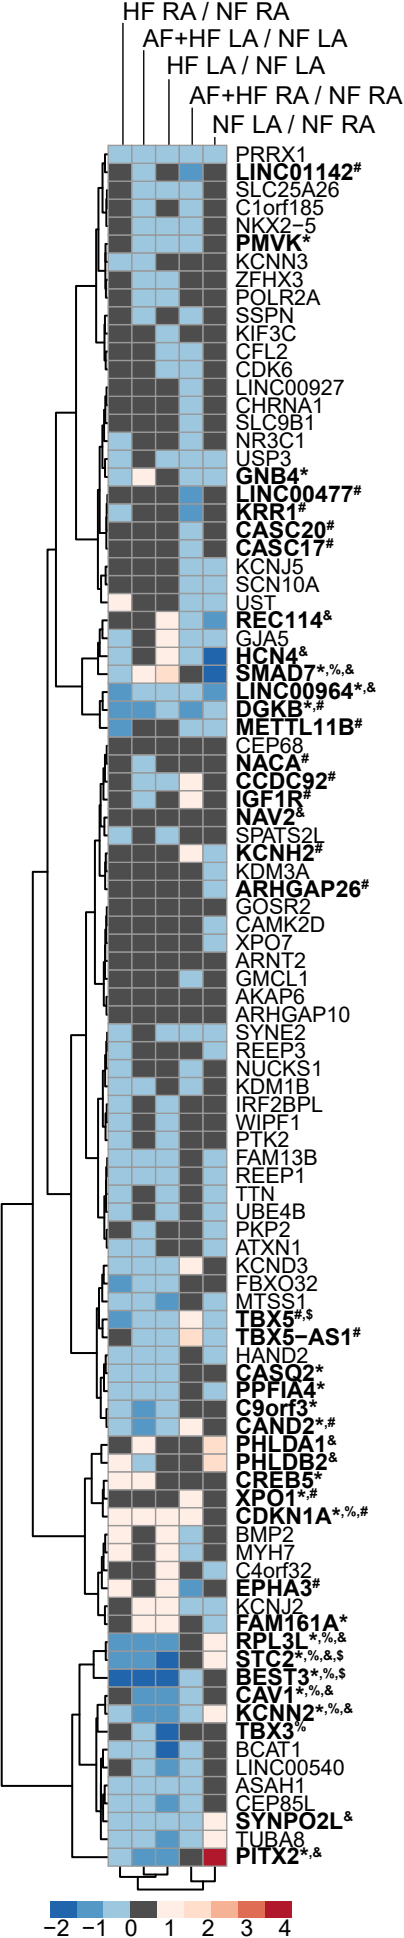

**Supplemental Figure 2. Gene expression heatmap of atrial fibrillation-associated GWAS genes in human atrial cardiomyocyte nuclei.** Heatmap showing the genes indicated in atrial fibrillation (AF) genome-wide association studies (GWAS) and their relative expression (red = up, blue = down) in cardiomyocyte nuclei (CMN). Color scale indicates the relative expression level (z-score). RNA sequencing performed from two separate sample batches: Batch 1)  $n = 9$  individual RA ( $n = 6$  NF,  $n = 3$  HF) and  $n = 10$  individual LA ( $n = 7$  NF,  $n = 3$  HF). Batch 2)  $n = 8$  individual RA ( $n = 3$  NF,  $n = 5$  AF+HF) and  $n = 10$  individual LA ( $n = 5$  NF,  $n = 5$  AF+HF). Genes with a fold change threshold of  $\leq 0.667$  or  $\geq 1.5$  and FDR  $< 0.05$  were considered statistically significant. Comparisons for significantly changed versus NF counterparts are as follows: \* = AF+HF LA; % = HF LA; & = NF LA; # = AF+HF RA; \$ = HF RA. See corresponding **Supplemental Table S9** for fold change values.

## Supplemental Figure 3

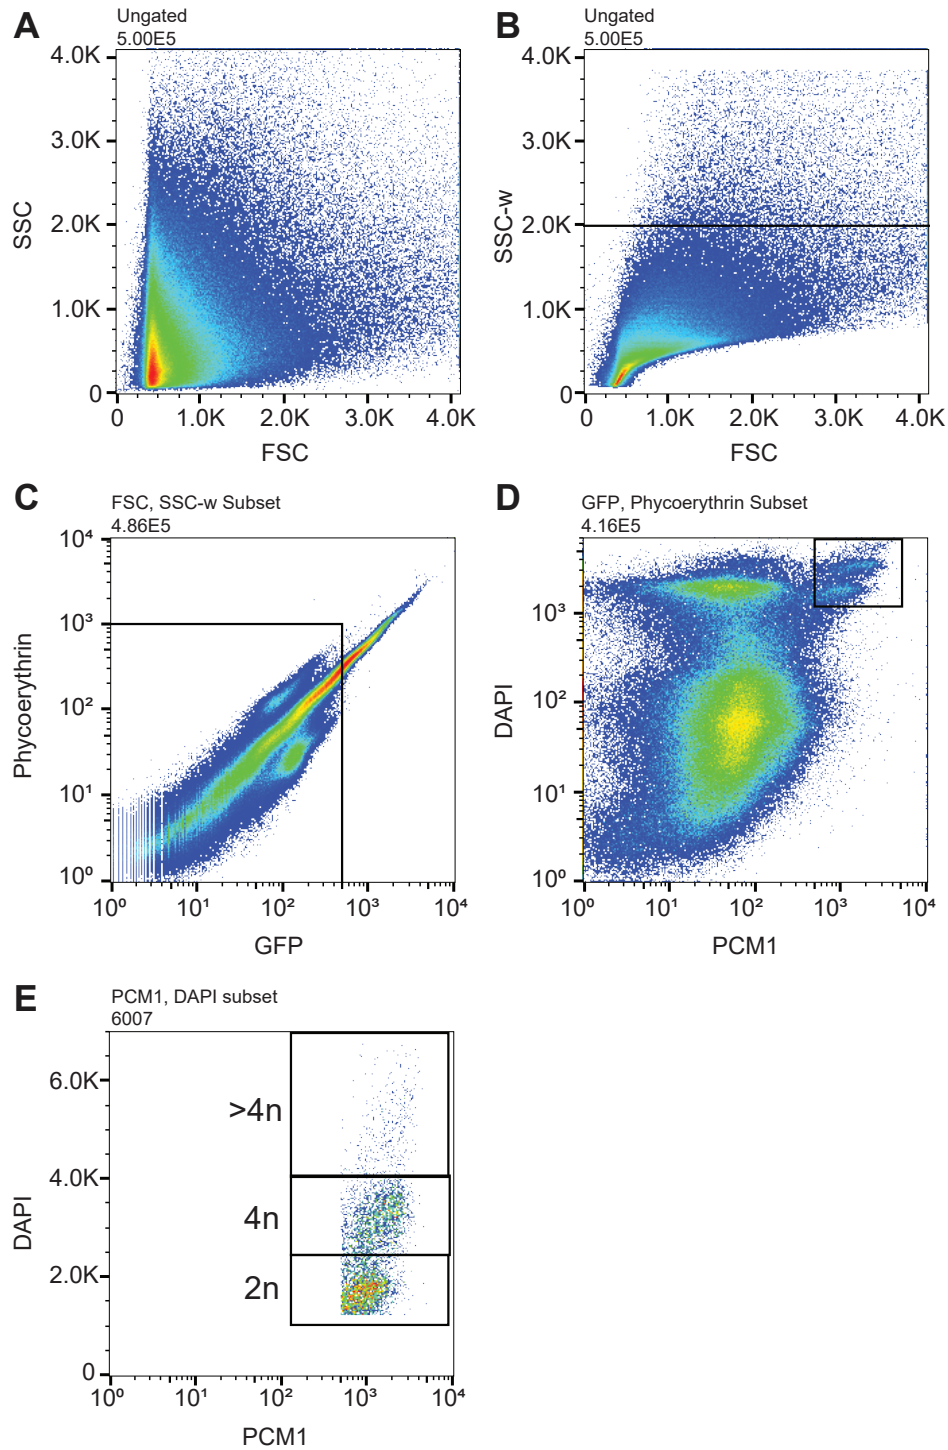

**Supplemental Figure 3. Flow cytometry gating strategy to isolate human cardiomyocyte ploidy sub-populations.** (A) Identification of nuclei of interest and debris removal (SSC versus FSC). (B) Doublet exclusion (SSC-w versus FSC). (C) Autofluorescence debris exclusion (Phycoerythrin versus GFP). (D) Identification of double-positive cardiomyocyte nuclei (CMN, DAPI versus PCM1). (E) Final gate to identify the different ploidy populations of CMN, separated into 3 sub-populations based on DAPI intensity:  $2n$ ,  $4n$ ,  $>4n$ .

Supplemental Figure 4

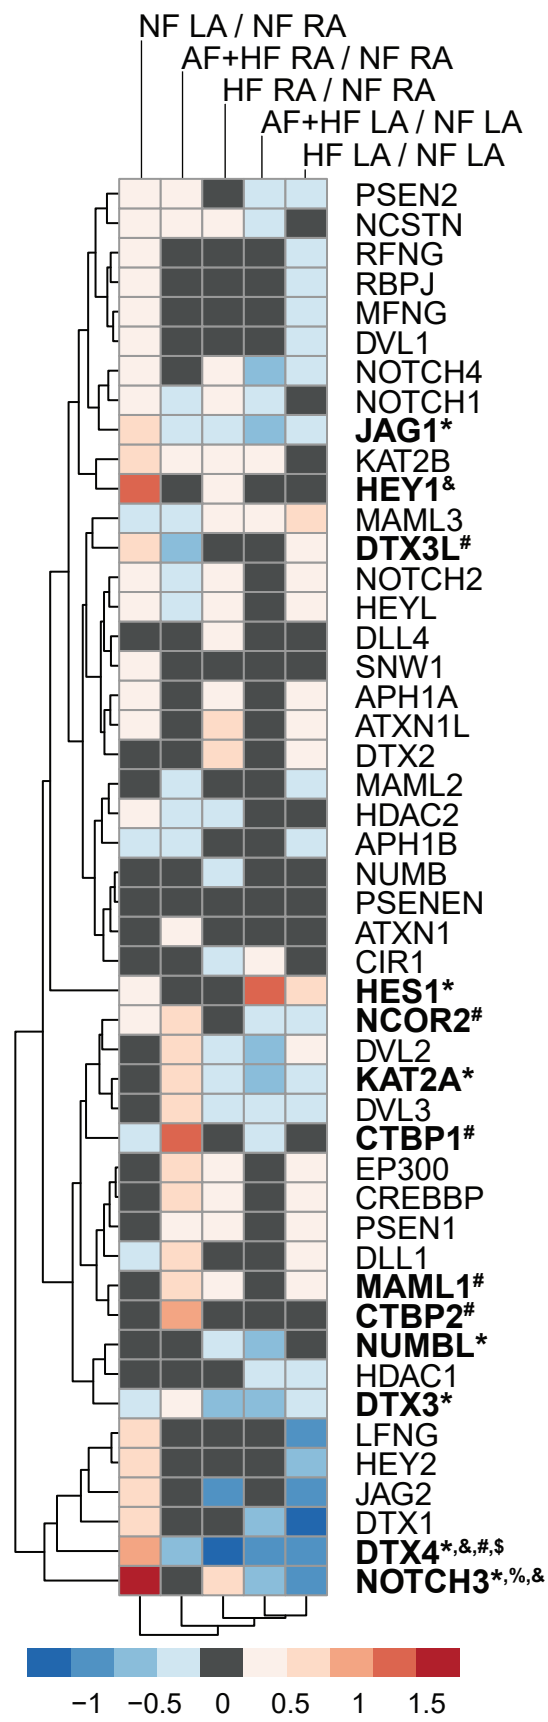

**Supplemental Figure 4. Notch pathway expression heatmap in human atrial cardiomyocyte nuclei.** The Kyoto Encyclopedia of Genes and Genomes (KEGG) database was used to create a list of Notch signaling pathway related genes. These genes were interrogated for their relative expression levels in human atrial cardiomyocyte nuclei (CMN). Heatmap of the relative expression levels for right (NF RA) and left atria (NF LA) CMN from non-failing hearts and hearts with AF in the setting of heart failure (AF+HF RA, AF+HF LA) or heart failure alone (HF RA, HF LA). Color scale indicates the relative expression level (z-score). RNA sequencing performed from two separate sample batches: Batch 1)  $n = 9$  individual RA ( $n = 6$  NF,  $n = 3$  HF) and  $n = 10$  individual LA ( $n = 7$  NF,  $n = 3$  HF). Batch 2)  $n = 8$  individual RA ( $n = 3$  NF,  $n = 5$  AF+HF) and  $n = 10$  individual LA ( $n = 5$  NF,  $n = 5$  AF+HF). Genes with a fold change threshold of  $\leq 0.667$  or  $\geq 1.5$  and  $FDR < 0.05$  were considered statistically significant. Comparisons for significantly changed versus NF counterparts are as follows: \* = AF+HF LA; % = HF LA; & = NF LA; # = AF+HF RA; \$ = HF RA.

## Supplemental Figure 5

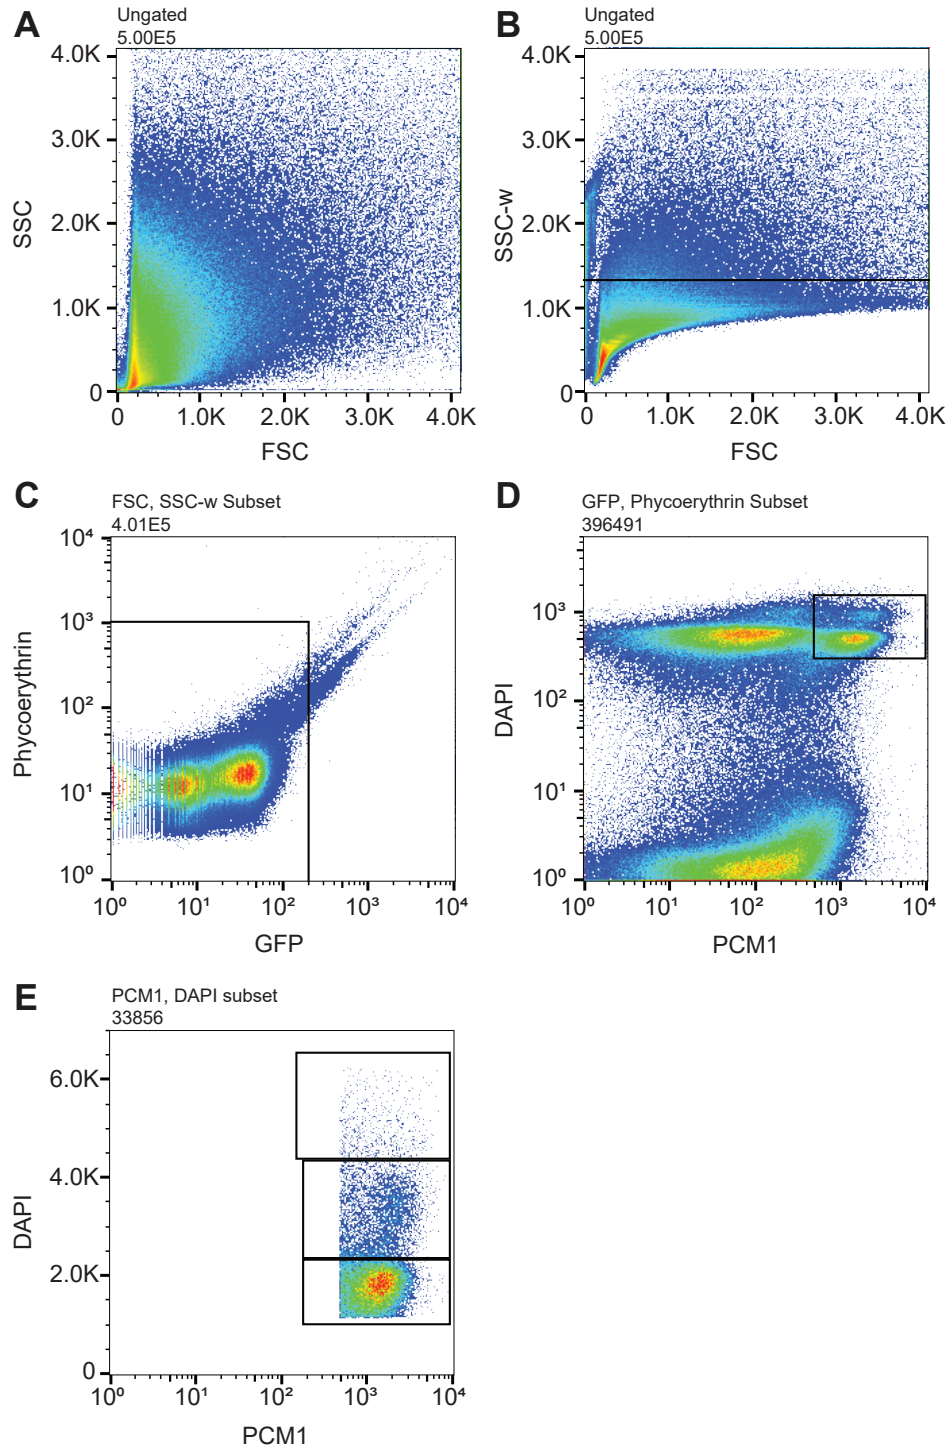

**Supplemental Figure 5. Flow cytometry gating strategy to isolate murine cardiomyocyte ploidy sub-populations.** (A) Identification of nuclei of interest and debris removal (SSC versus FSC). (B) Doublet exclusion (SSC-w versus FSC). (C) Autofluorescence debris exclusion (Phycoerythrin versus GFP). (D) Identification of double-positive cardiomyocyte nuclei (CMN, DAPI versus PCM1). (E) Final gate to identify the different ploidy populations of CMN, separated into 3 sub-populations based on DAPI intensity: 2n, 4n, >4n.

## Supplemental Figure 6

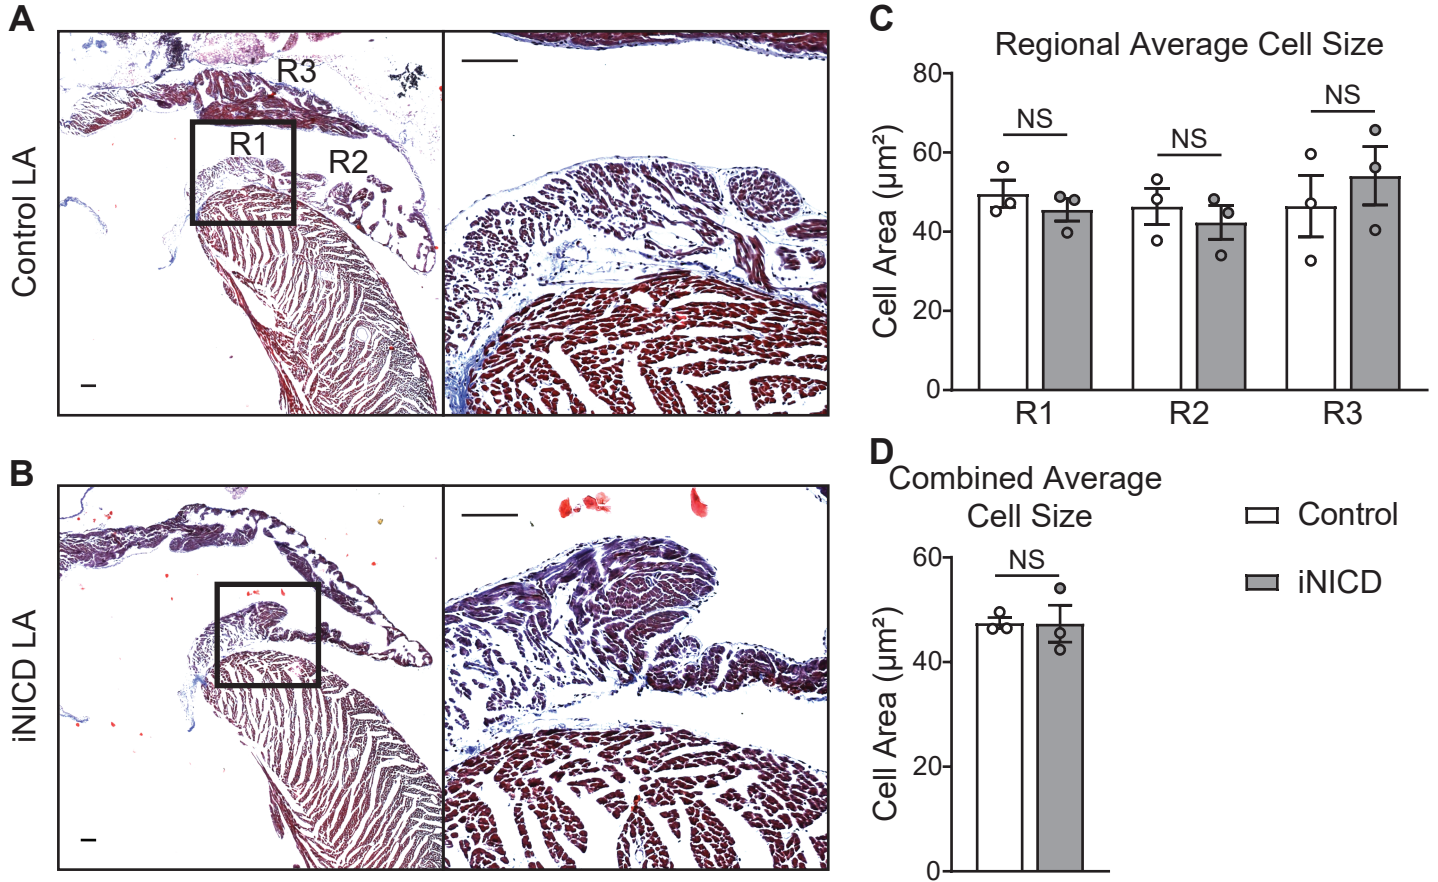

**Supplemental Figure 6. Notch signaling does not alter left atrial structure or left atrial cardiomyocyte size.** Histological sections from  *$\alpha\text{MHC-rtTA}$*  littermate controls ( $n = 3$ ) and iNICD  *$\alpha\text{MHC-rtTA}; \text{tetO-NICD}$*  ( $n = 3$ ) mice were labeled with Masson's trichrome stain to reveal the overall structure of the iNICD left atrium (LA). When mice were 2-4 months old, doxycycline chow was administered for 3-4 weeks. Representative Trichrome images of control (**A**) and iNICD (**B**) LA. The black box in the left panels is the region shown at higher magnification in the corresponding right panels. Scale bars represent 100  $\mu\text{m}$ . WGA stain was performed on serial sections to visualize cell borders. Quantification of the average cardiomyocyte cell area was performed within three distinct LA regions (R1, R2, R3) as indicated by the areas shown on the representative Trichrome stained image in (**A**). The average cardiomyocyte cell area within each region (**C**) as well as the combined average cardiomyocyte cell area for all three regions (**D**) shows a comparable cardiomyocyte cell area in iNICD mice and littermate controls. Statistics were performed using unpaired  $t$  tests with Welch's correction. Values of  $P < 0.05$  were considered statistically significant.

Supplemental Figure 7

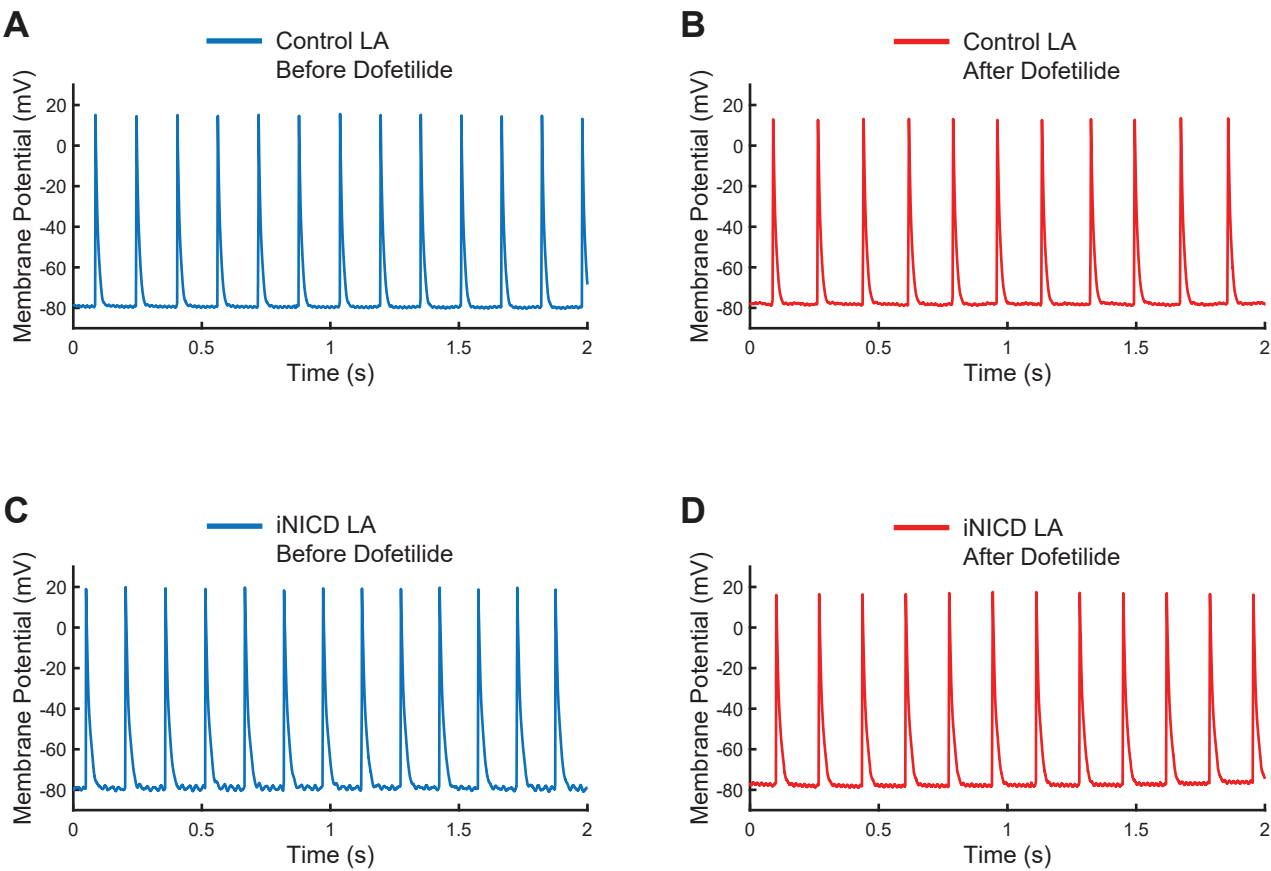

**Supplemental Figure 7. Intracellular left atrial action potential traces.** Representative action potential traces from sharp microelectrode recordings were obtained from the left atrium (LA) cardiomyocytes of intact, Langendorff-perfused murine hearts that were administered doxycycline chow for 4 weeks without a washout. Representative action potential traces are shown for Control LA before (**A**) and after (**B**) 10 nM dofetilide administration and iNICD LA before (**C**) and after (**D**) 10 nM dofetilide administration. Serial action potentials ( $n \geq 10$ ) were recorded from a minimum of 4 cardiomyocytes per biological replicate in each group.

## Supplemental Figure 8

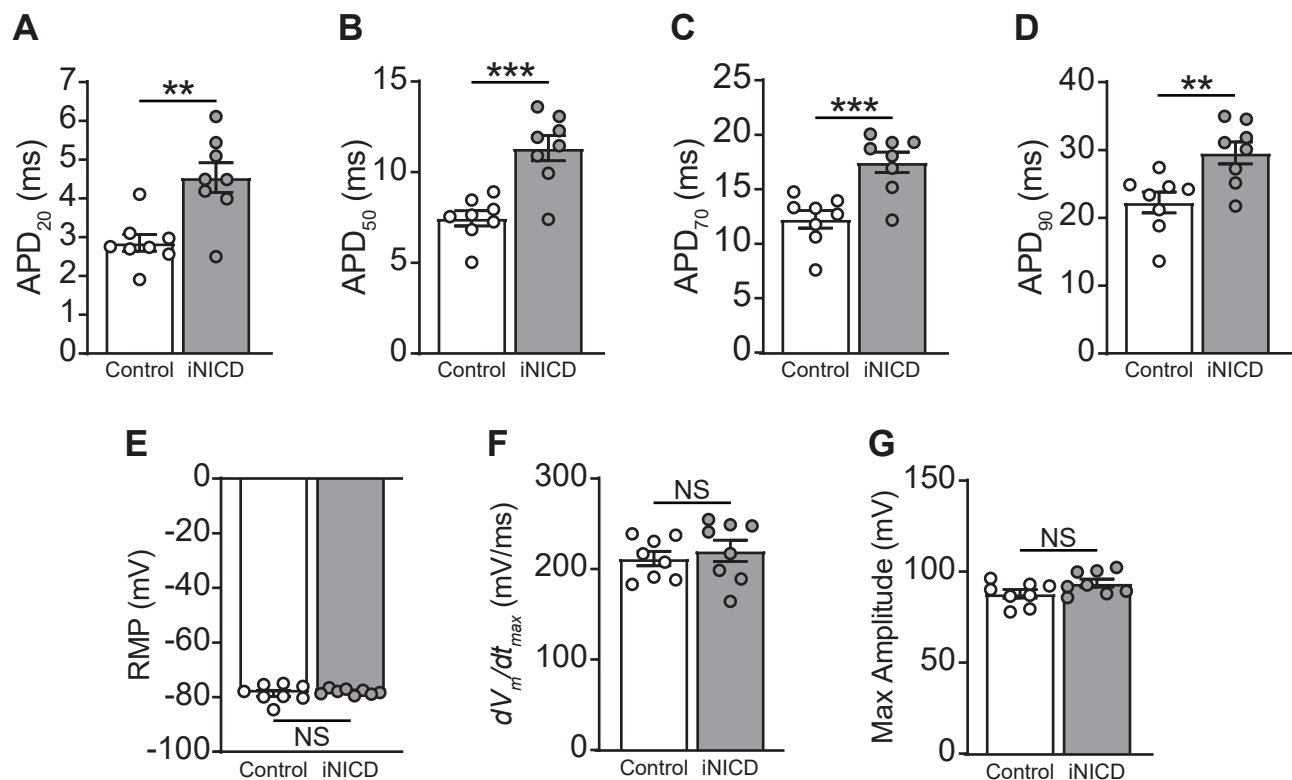

### Supplemental Figure 8. Action potential duration is prolonged in iNICD LA during 10 Hz pacing.

Sharp microelectrode recordings with 10 Hz pacing were performed ex vivo on the left atrium (LA) of intact hearts in control (*αMHC-rtTA*,  $n = 8$ ) and iNICD (*αMHC-rtTA*; *tetO\_NICD*,  $n = 8$ ) mice that were administered doxycycline chow for 4 weeks followed by a minimum 4-month washout. Action potential duration (APD) at 20% (A), 50% (B), 70% (C), and 90% (D) repolarization are all significantly prolonged. Resting membrane potential (RMP, E),  $dV_m/dt_{max}$  (F), and max amplitude (G) are not significantly changed. Data are presented as the mean from each mouse  $\pm$  SEM.  $P < 0.05$  was considered statistically significant. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , NS = not significant. Unpaired Student's  $t$  test with a Welch's correction was performed for all comparisons.

## Supplemental Figure 9

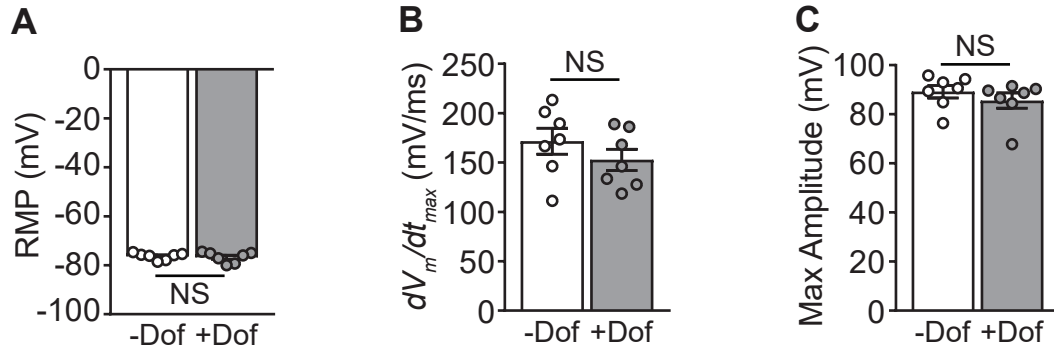

**Supplemental Figure 9. Murine action potential characteristics after exposure to the  $I_{Kr}$  blocker dofetilide.** Sharp microelectrode recordings were performed ex vivo on the left atrium (LA) of intact murine iNICD hearts that were administered doxycycline chow for 4 weeks without washout. Recordings were measured on hearts in sinus rhythm at baseline (-Dof), and after exposure to 10 nm dofetilide (+Dof), a Class III antiarrhythmic drug that blocks  $I_{Kr}$ . (**A-C**) Action potential characteristics including resting membrane potential (RMP, **A**),  $dV_m/dt_{max}$  (**B**), and max amplitude (**C**) are not changed as a result of dofetilide administration.  $n = 7$  iNICD mice. Data are presented as the mean from each mouse  $\pm$  SEM.  $P < 0.05$  was considered statistically significant. NS = not significant. Paired Student's  $t$  test with a Welch's correction was performed for all comparisons.

## Supplemental Methods

### ***Mouse Reverse Transcription-Quantitative Polymerase Chain Reaction***

Total RNA was isolated from mouse left atria (LA) using TRIzol (Invitrogen) and DNase treated using TURBO DNA-free DNase Treatment Kit (Ambion). First-strand cDNA was synthesized using a high Capacity cDNA Reverse Transcription kit (Applied Biosystems). Gene expression was assayed using the Power SYBR Green PCR Master Mix (Applied Biosystems) with primers listed below and quantified using the QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). Relative fold changes were calculated using the comparative threshold cycle methods ( $2^{-\Delta\Delta Ct}$ ). Primer sequences are listed in **Supplemental Table S14** of the online-only Data Supplement.

### ***Mouse RNA Sequencing***

For RNA sequencing, littermate control ( $\alpha MHC$ -rtTA,  $n = 4$  female,  $n = 2$  male) and iNICD ( $\alpha MHC$ -rtTA;  $tetO$ -NICD,  $n = 3$  female,  $n = 3$  male) mice at 2-3 months of age were administered doxycycline (dox) chow for 3 weeks with no washout prior to tissue harvest. Each LA was sequenced independently ( $n = 6$  samples per condition). Right atria (RA) and LA were obtained from the same animals. Illumina libraries were constructed either by the Genome Technology Access Center (GTAC) at Washington University School of Medicine (RA) or the Moskowitz lab at University of Chicago (LA).

For the RA, after ribosomal RNA depletion, reverse-transcription with random-priming, library construction and multiplexing, samples were sequenced on an Illumina HiSeq 3000 using indexed libraries multiplexed at 6 samples per lane. Single-end 50-base sequencing reads with a total target depth of >25 million reads were performed. RNA-seq reads were aligned to the Ensembl release 76 assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5. Transcript counts were produced by Sailfish version 0.6.3. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction known junction saturation and read distribution over known gene models with RSeQC version 2.3.

All gene-level and transcript counts were then imported into the R/Bioconductor package EdgeR and TMM normalization size factors were calculated to adjust for samples for differences in library size. Genes or transcripts not expressed in any sample were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into R/Bioconductor package Limma and weighted likelihoods based on the observed mean-variance relationship of every gene/transcript were then calculated for all samples with the Voom function. Performance of the samples was assessed with a spearman correlation matrix and multi-dimensional scaling plots. Gene/transcript performance was assessed with plots of residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals. Generalized linear models with robust dispersion estimates were then created to test for gene/transcript level differential expression. Differentially expressed genes and transcripts were then filtered for FDR adjusted P-values less than 0.05.

*RA RNA-Sequencing Accession number.* RA RNA-sequencing data discussed in this manuscript have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession # GSE100244 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100244>).

For the LA, libraries were prepared from LA RNA starting with 1 µg per sample and using the mRNA-seq Sample Prep Kit (Illumina) as per recommended instructions. After Ribozero purification and removing only ribosomal RNA, barcoded libraries were prepared according to Illumina's instructions (2013) accompanying the TruSeq RNA Sample prep kit v2 (Part# RS-122-2001). Libraries were quantitated using the Agilent Bio-analyzer (model 2100) and pooled in equimolar amounts. The pooled libraries were sequenced with stranded 50-bp single-end reads on the HiSeq2500 in Rapid Run Mode following the manufacturer's protocols (2013). 22M to 30M reads were mapped to mouse genome with TopHat2 (v 2.1.1). Reads mapped to the mitochondrial genome, and with phred score < 30 were excluded. Counts aligned to exons were retrieved with HTseq (v.0.6.0) in union mode. Lastly, counts were analyzed for differential expression with R (3.4) package DEseq2.

To create a Venn diagram of the dysregulated transcripts from murine RA and LA when they were sequenced at two different facilities, RNA-seq reads were aligned to the mouse genome mm10 with STAR version 2.5.4b [23104886]. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:feature, version 1.4.6 [23558742], with gene-body annotation of mouse GENCODE M15 [22955987]. The gene-level expression of transcripts with CPM >1.0 were further imported into R package EdgeR, and exactTest function were applied to detect gene expression differences. False discovery rate (FDR) for all statistical tests were determined by EdgeR using the Benjamini and Hochberg correction, and an FDR < 0.05 between normal samples and disease samples were used for analyses.

To enhance the biological interpretation of the large set of transcripts, grouping of genes/transcripts based on functional analysis was performed on differentially expressed genes using Ingenuity Pathway Analysis (IPA) (<http://www.ingenuity.com>). A total of 40 disease categories were statistically significant using an FDR < 0.05, and IPA was used to generate pathway maps. To identify important signaling pathways within our dataset, differentially expressed genes were classified into biological categories by COMPBIO (<https://percayai.com>), which performs a literature analysis to identify relevant biological processes and pathways represented by the differentially expressed entities (genes, proteins, miRNA's, or metabolites).

*LA RNA-Sequencing Accession number.* **LA RNA-sequencing data discussed in this manuscript have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession # GSE138253** (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138253>).

Lists of genes differentially regulated in the RA and LA of mouse and human tissue as previously published (1).

### ***Human Tissue Acquisition***

Non-failing human hearts were obtained from Mid-America Transplant Services (MTS) in St. Louis, MO. Experimental protocols were approved by the Washington University in St. Louis Institutional Review Board (IRB). Informed consent was obtained for all tissue used in this study. Methods described in this section were performed in accordance with all human research guidelines. Prior to organ harvest, intact hearts were perfused and arrested with cold cardioplegic solution (Belzer UW® Cold Storage Solution, Bridge to Life Ltd., Columbia, SC). After procurement, hearts were immediately submerged in cold cardioplegia and transported on ice. Tissue samples from the right ventricle, left ventricle, RA free wall, and LA posterior wall of each heart were collected and immediately flash-frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$ . AF+HF human heart tissues were obtained from Tissue Translational Cardiovascular Biobank & Repository (TCBR) at Washington University in St. Louis. The patient characteristics of these donors are summarized in **Supplemental Tables S2, S3**.

### ***Isolation of Human and Mouse Cardiomyocyte Nuclei***

Cardiomyocyte nuclei isolation was modified based on previously published (2-4). Previously snap-frozen human samples weighing ~150-250 mg or a combination of two mouse left atria weighing ~9-16 mg (total) were first mechanically homogenized (Bio-Gen PRO200, PRO Scientific) at  $\frac{3}{4}$  strength for 15-20 s on ice in supplemented homogenization buffer (SHB) containing: 250 mM sucrose (Sigma-Aldrich), 25 mM KCl (Sigma-Aldrich), 5 mM  $\text{MgCl}_2$  (Sigma-Aldrich), 20 mM Tricine-KOH (Sigma-Aldrich), 15 nM spermine (Sigma-Aldrich), 50 nM spermidine (Sigma-Aldrich), 1 mM Dithiothreitol (Sigma-Aldrich), 0.2% IGEPAL CA-630 (Sigma-Aldrich), 80 U/ml RNasin (Promega #N2611). The crude homogenate was transferred to a 40 mL (for human) or 15 mL (for mouse) Dounce tissue grinder with glass pestle (Kimble) and underwent a minimum of 75 strokes. Progression of nuclei extraction was crudely assessed using a 10x objective light microscope (Nikon Eclipse E200) after staining a nuclei aliquot with Trypan blue. Samples were strained using a 40  $\mu\text{m}$  nylon cell strainer (Corning) and centrifuged at 1,000 g (Avanti J-E Centrifuge, Beckman Coulter) for 5 min at  $4^{\circ}\text{C}$ . Supernatant was discarded, pellet was resuspended in SHB, and nuclei were stained with anti-pericentriolar material 1 (PCM-1, 1:1000, HPA023370, Sigma-Aldrich) for 30 min on a Nutator (Fisher Scientific) at  $4^{\circ}\text{C}$ . To wash nuclei, samples were centrifuged at 1,000 g (Centrifuge 5430R, Eppendorf) for 5 min at  $4^{\circ}\text{C}$ , supernatant was discarded, and pellet was resuspended in SHB. Samples were then stained with corresponding secondary antibody Alexa Fluor 647 (goat anti-rabbit, 1:1000, A21244, Invitrogen) and 4',6-Diamidino-2-phenylindole (DAPI, 1:45,000, Sigma) for 20 min on a Nutator at  $4^{\circ}\text{C}$ . Nuclei were washed in SHB then filtered using 30  $\mu\text{m}$  CellTrics strainer (04-004-2326, Sysmex).

### ***Human RNA Sequencing***

RNA was extracted from PCM1<sup>+</sup> cardiomyocyte nuclei using Zymo Direct-zol RNA MicroPrep kit (Cat# 11-330M) and submitted to GTAC at Washington University School

of Medicine (St. Louis, MO) for RNA sequencing. Indexed RNA libraries were prepared from 10 ng of RNA from each sample with the Sigma Seqplex RNA amplification Kit (Sigma, Cat# SEQR). cDNA libraries were PCR-amplified in the presence of indexing adapters and pooled for RNA-sequencing. To minimize batch effects, library preparations for samples from each individual heart were performed simultaneously. Single-end 1 × 50 sequencing was performed on an Illumina HiSeq 2500 sequencer.

*Accession number:* Data have been deposited in the NCBI GEO database for release after publication and are accessible through GEO Series accession #138252. The following link and security token have been created to allow review: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138252> (security token: gbireuaahrutil)

### ***Human RNA Sequencing Analysis***

Nuclear-RNA-seq reads were aligned to the human genome hg38 with STAR version 2.5.4b [23104886]. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:feature, version 1.4.6 [23558742], with gene-body annotation of human GENCODE V27 [22955987]. The genes located on sex chromosomes (chrX/Y) were removed to avoid sex-bias. All gene-level transcript counts were then imported into the R/Bioconductor package RUVseq [25150836] to remove unwanted batch effect variation after upper-quantile normalization. The gene-level expression of transcripts with CPM >1.0 were further imported into R package EdgeR [19910308], and exactTest function was applied to detect gene expression differences. False discovery rate (FDR) for all statistical tests were determined by EdgeR using the Benjamini and Hochberg correction, and genes with a 1.5-fold expression change between normal samples and disease samples with FDR < 0.05 were considered differentially expressed genes (DEGs). Principal Component Analysis was performed using plotPCA also from the DESeq2 [25516281] package and plotted using ggplot2 package. The human TFs list was obtained from AnimalTFDB [22080564]. TFs with a 1.5-fold expression change between normal samples and disease samples with FDR < 0.05 were considered differentially expressed TFs. Expression of TFs (RPKM) were z-score scaled and hierarchical clustered using R package pheatmap.

### ***Histology and Immunohistochemistry***

Immunohistochemistry was performed on paraffin-embedded sections. Gross heart morphology and collagen content were examined using Masson's Trichrome stain (American MasterTech Scientific, REF: KTMTRPT). Histology was analyzed using Adobe Photoshop. Control and mutant images were treated identically in all cases where brightness and contrast were altered. To compare the left atrial cardiomyocyte size between genotypes, wheat germ agglutinin (WGA) staining was performed on 3 *αMHC-rtTA* controls (*n* = 1 female, *n* = 2 male) and 3 littermate *αMHC-rtTA; tetO\_NICD* iNICD (*n* = 2 female, *n* = 1 male) paraffin-embedded sections. Mice were fed dox chow for 2-4 weeks beginning when the mice were between 2-4 months old. No washout period was given. The area of approximately 100 cells perpendicular to the plane of sectioning was outlined and quantified using Axiovision. The area of only circular cardiomyocytes was included in the analysis, while elongated cells were excluded, to minimize bias in the analysis from cells not perpendicular to the plane of sectioning. Quantification was

performed in 3 distinct regions of the LA from  $n = 3$  hearts of each genotype by an observer blinded to genotype, and data from all 3 regions were also pooled for comparison. Statistical comparison was performed using an unpaired Student's  $t$  test with a Welch's correction.

### **Microelectrode Recordings**

Investigators were blinded to the sample group allocation during the experiment and analysis of experimental outcome. Mouse hearts were Langendorff perfused and were recorded while in sinus rhythm and when stimulated at 10 Hz (approximately 600 beats per minute). Using glass sharp microelectrodes, single LA cardiomyocytes were sampled near the epicardial surface. Thin glass pipettes with high resistance (10-20 M $\Omega$ ) filled with 3 M KCl were used to record action potentials from a minimum of 4 single cells from each region of the heart (technical replicates) in the intact perfused heart. To decrease noise from motion artifacts, blebbistatin (0.2 mg/mL) was used to arrest motion and allow for stable microelectrode recording without requiring the use of floating electrodes. Electrical signals were digitized by a Power 1401 A/D converter. Experiments were performed and recordings were analyzed by an observer blinded to genotype. Sampled cells with a resting membrane potential (RMP) less than  $-70$ mV were averaged. The RMP, action potential amplitude (APA), maximum upstroke velocity ( $dV_m/dt_{max}$ ), and action potential duration (APD) at 20, 50, 70, and 90% repolarization are reported. Analysis of microelectrode recordings was performed using a custom MATLAB script. Cells with at least 4 consecutive action potentials and stable RMP were included in the data analysis. For each action potential in each cell, the peak potential value and time were calculated. The RMP was then calculated for each action potential using a histogram, where the maximum frequency value was defined as the RMP. The magnitude (amplitude) of each action potential was then defined as the difference between peak potential value and the RMP. The maximum change in voltage with respect to time ( $dV_m/dt_{max}$ ) was calculated using a first derivative. The point in time that corresponds to this value was then used as the start time for APD calculation. The end time was when the potential decreased to 90% of the amplitude value.

For LA microelectrode recordings examining the effect of cardiomyocyte-specific Notch activation on LA electrophysiology, mice were 3 months old at the onset of dox chow administration. Dox was administered for 4 weeks, followed by a washout of between 4-5 months. Controls were  $\alpha MHC$ -rtTA on dox ( $n = 4$  females,  $n = 5$  males) for sinus rhythm recordings, a subset of which we were also able to obtain recordings at 10Hz pacing ( $n = 4$  females,  $n = 4$  males). Experimental iNICD mice were  $\alpha MHC$ -rtTA;  $tetO\_NICD$  ( $n = 5$  females,  $n = 5$  males) for sinus rhythm recordings, a subset of which we were also able to obtain recordings at 10Hz pacing ( $n = 3$  females,  $n = 5$  males). To examine the effect of dofetilide, mice were 2 months old at the onset of dox chow administration. Dox was administered for 4-6 weeks and recordings were performed without a washout period. Controls were  $\alpha MHC$ -rtTA on dox ( $n = 5$  females,  $n = 2$  males) for sinus rhythm recordings. Experimental iNICD mice were  $\alpha MHC$ -rtTA;  $tetO\_NICD$  ( $n = 2$  females,  $n = 5$  males) for sinus rhythm recordings. After baseline recordings were obtained, dofetilide was administered directly into the circulating Tyrodes solution at a final concentration of

10 nM. The dofetilide was allowed to circulate for 30 minutes before action potential recordings were measured.

## References

1. Heberle H, Meirelles GV, da Silva FR, Telles GP, and Minghim R. InteractiVenn: a web-based tool for the analysis of sets through Venn diagrams. *BMC Bioinformatics*. 2015;16:169.
2. Bergmann O, and Jovinge S. Isolation of cardiomyocyte nuclei from post-mortem tissue. *J Vis Exp*. 2012(65):pii: 4205.
3. Krishnaswami SR, Grindberg RV, Novotny M, Venepally P, Lacar B, Bhutani K, et al. Using single nuclei for RNA-seq to capture the transcriptome of postmortem neurons. *Nature Protocols*. 2016;11:499-524.
4. Preissl S, Schwaderer M, Raulf A, Hesse M, Gruning BA, Kobele C, et al. Deciphering the Epigenetic Code of Cardiac Myocyte Transcription. *Circulation research*. 2015;117:413-23.

**Table S1. Validation of cardiomyocyte nuclei using RNA-sequencing from different cardiac chambers.**

Transcription Factors

Ion Channels

Structural Genes

Transcripts from a pilot cohort of human non-failing cardiomyocyte nuclei (CMN), expressed as transcripts per kilobase million, to determine whether RNA-sequencing on RNA extracted from our CMN protocol has the resolution to detect changes in chamber-specific transcripts. CMN were extracted from the left ventricle (LV), right ventricle (RV), left atrium (LA), and right atrium (RA) of the same biological sample (74-year-old female that died from a stroke with a history of hypertension and smoking). LV-1 and LV-2 were

two different pieces of tissue from the LV of the same biological sample to determine whether there is similar transcript expression between technical replicates. RA\* CMN extracted from a separate biological sample (46-year-old female that died from anoxia with a history of hypertension, diabetes, and nonsmoker) to determine whether there is similar CMN transcript expression between biological replicates.  $n = 1$  for LV-1, LV-2, RV, LA, RA, RA\*.

**Table S2. Summary of the clinical information of non-failing heart donors included in the present study**

\*Matched samples: #1, 7, 17, 26; #2, 9; #3, 10 #4, 11; #5, 12; #6, 13; #8, 27; #18, 29; #19, 30.

AF = atrial fibrillation; DM = diabetes mellitus; HF = heart failure; HTN = hypertension

**Table S3. Summary of the clinical information of HF and AF+HF patients included in the present study.**

\*Matched samples: #33, 35; #37, 44; #39, 46.

AF = atrial fibrillation; AVR = aortic valve replacement; BiV = biventricular implantable cardioverter-defibrillator; CABG = Coronary artery bypass graft; CAD: coronary artery disease; DCM = dilated cardiomyopathy; DM = diabetes mellitus; EF = ejection fraction; ICD = implantable cardioverter-defibrillator; ICM = ischemic cardiomyopathy; LVAD = left ventricular assist device; MI = myocardial infarction; mod/sev MR = moderate/severe mitral regurgitation; mod/sev TR = moderate/severe tricuspid regurgitation; MVR = mitral valve repair; NA = not available from records; NICM = non-ischemic cardiomyopathy; NL = No LVAD; VT = ventricular tachycardia

**Table S4. Differentially expressed RNA-sequencing transcripts from human atrial fibrillation with heart failure RA cardiomyocyte nuclei compared to non-failing RA cardiomyocyte nuclei**

Cardiomyocyte nuclei (CMN) were sorted from the right atria (RA) of non-failing human hearts (NF,  $n = 3$ ) and failing hearts with a history of atrial fibrillation (AF+HF,  $n = 5$ ). RNA was isolated and RNA-sequencing was performed from these samples. Genes with a linear fold change  $\leq 0.667$  and  $\geq 1.5$  with a false discovery rate (FDR)  $< 0.05$  were considered significant and are included in the table.

**Table S5. Differentially expressed RNA-sequencing transcripts from human atrial fibrillation with heart failure LA cardiomyocyte nuclei compared to non-failing LA cardiomyocyte nuclei**

Cardiomyocyte nuclei (CMN) were sorted from the left atria (LA) of non-failing human hearts (NF,  $n = 5$ ) and failing hearts with a history of atrial fibrillation (AF+HF,  $n = 5$ ). RNA was isolated and RNA-sequencing was performed from these samples. Genes with a linear fold change  $\leq 0.667$  and  $\geq 1.5$  with a false discovery rate (FDR)  $< 0.05$  were considered significant and are included in the table.

**Table S6. Differentially expressed RNA-sequencing transcripts from humans with heart failure RA cardiomyocyte nuclei compared to non-failing RA cardiomyocyte nuclei**

Cardiomyocyte nuclei (CMN) were sorted from the right atria (RA) of non-failing human hearts (NF,  $n = 6$ ) and failing hearts (HF,  $n = 3$ ). RNA was isolated and RNA-sequencing was performed from these samples. Genes with a linear fold change  $\leq 0.667$  and  $\geq 1.5$  with a false discovery rate (FDR)  $< 0.05$  were considered significant and are included in the table.

**Table S7. Differentially expressed RNA-sequencing transcripts from humans with heart failure LA cardiomyocyte nuclei compared to non-failing LA cardiomyocyte nuclei**

Cardiomyocyte nuclei (CMN) were sorted from the left atrium (LA) of non-failing human hearts (NF,  $n = 7$ ) and failing hearts (HF,  $n = 3$ ), RNA was isolated, and RNA-sequencing

was performed. Genes with a linear fold change  $\leq 0.67$  and  $\geq 1.5$  with a false discovery rate (FDR)  $< 0.05$  were considered significant and are included in the table.

**Table S8. Comparison of significantly dysregulated transcripts in human atrial samples with atrial fibrillation, heart failure, or non-failing cardiomyocyte nuclei and their associated fold change**

Cardiomyocyte nuclei (CMN) were sorted from non-failing (NF) human right atria (RA,  $n = 6$ ) and left atria (LA,  $n = 7$ ), from failing hearts with a history of atrial fibrillation (AF+HF) from the RA ( $n = 5$ ) and LA ( $n = 5$ ), from failing hearts (HF) from the RA ( $n = 3$ ) and LA ( $n = 3$ ). RNA was isolated and RNA-sequencing was performed. Genes with a linear fold change  $\leq 0.67$  and  $\geq 1.5$  with a false discovery rate (FDR)  $< 0.05$  were considered statistically significant.

**Table S9. Known atrial fibrillation GWAS loci and their associated fold change in human atrial fibrillation with heart failure, heart failure alone, and non-failing atrial cardiomyocyte nuclei**

Cardiomyocyte nuclei (CMN) were sorted from non-failing (NF) human right atria (RA,  $n = 6$ ) and left atria (LA,  $n = 7$ ), from failing hearts with a history of atrial fibrillation (AF+HF) from the RA ( $n = 5$ ) and LA ( $n = 5$ ), from failing hearts (HF) from the RA ( $n = 3$ ) and LA ( $n = 3$ ). RNA was isolated and RNA-sequencing was performed. Genes with a linear fold change  $\leq 0.67$  and  $\geq 1.5$  with a false discovery rate (FDR)  $< 0.05$  were considered statistically significant.

**Table S10. Significantly dysregulated transcription factors and their associated fold change in human atrial fibrillation with heart failure, heart failure alone, or non-failing atrial cardiomyocyte nuclei**

Table showing significantly dysregulated transcription factors from cardiomyocyte nuclei (CMN) that were sorted from non-failing (NF) human right atria (RA,  $n = 6$ ) and left atria (LA,  $n = 7$ ), from failing hearts with a history of atrial fibrillation (AF+HF) from the RA ( $n = 5$ ) and LA ( $n = 5$ ), from failing hearts (HF) from the RA ( $n = 3$ ) and LA ( $n = 3$ ). RNA was isolated and RNA-sequencing was performed. Genes with a linear fold change  $\leq 0.67$  and  $\geq 1.5$  with a false discovery rate (FDR)  $< 0.05$  were considered statistically significant. Table is related to **Figures 1D, 1E**.

**Table S11. Murine iNICD LA versus control LA differentially expressed gene list**

All differentially expressed genes from the RNA-sequencing data set are shown as fold changes of iNICD LA ( $n = 6$ ) relative to iNICD controls ( $n = 6$ ) along with adjusted  $P$  value. 

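Supplemental Table 11 lists 990 genes, 608 with a fold change above 1 and 382 below. Of these, 972 were matched to a name in the deposited counts, 82 of them through an older or altered spelling, and 884 passed the expression filter. The paper does not state which of its 2 routes for the LA made the table, DESeq2 on counts by TopHat2 and HTSeq or edgeR's exact test on counts by STAR and featureCounts. In edgeR's quasi-likelihood test on the deposited counts, with Benjamini-Hochberg adjustment over all tested genes, 517 of the 884 changed in the same direction and 0 in the opposite one. The sign of the log2 fold change was shared by 881. The number of Supplemental Table 11 genes changed the same way was 838 with DESeq2 on the deposited counts, 420 with the replicate number as a block and 374 with the description number. A further 41 genes changed here and are not in the paper's table. The log2 fold changes had a Pearson correlation of 0.952 across the 884 genes, which are not independent replicates, and a median absolute difference of 0.04. The 5 listed genes with the lowest adjusted p here among those that rose were *Notch1*, *Lrrc8e*, *AW011738*, *Nup62cl* and *Myom3*, and among those that fell *Nt5dc2*, *Nacad*, *Hint1*, *Arl4a* and *Adgrb2*. Of these, *AW011738* had a log2 fold change of 3.90 (standard error 0.14) and *Nt5dc2* one of -1.20 (standard error 0.08).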

False discovery rate (FDR) adjusted  $P$  values  $< 0.05$  are considered statistically significant.

**Table S12. Top 25 Ingenuity Pathway Analysis generated diseases or functions annotations for murine iNICD LA compared to controls**

Ingenuity Pathway Analysis was performed on the differentially expressed genes from the RNA-sequencing data set for iNICD LA ( $n = 6$ ) compared to control LA ( $n = 6$ ) and the top 25 statistically significant results for diseases or function network categories were compiled into the table above. Of the top 25 statistically significant categories, 14 are

related to arrhythmias, 8 of which are not specific to the ventricles. Of those 8, 4 of are specific to atrial arrhythmias.

**Table S13. Sharp microelectrode values for murine electrophysiology experiments**

All data are shown as the average ± SEM. <sup>a</sup>*n* = 7. <sup>b</sup>*n* = 6

**Table S14. RT-qPCR Mouse Primer Sequences**

How the deposited data were processed for this re-analysis (not part of the article)

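The data are RNA-sequencing counts from the left atria (LA) of 6 iNICD mice and 6 littermate controls that carried the transactivator alone, all given doxycycline for 3 weeks from an age of 2 to 3 months. The authors removed ribosomal RNA, prepared stranded libraries, sequenced single-end reads and deposited raw counts of reads per gene name, with no normalization, for 54658 names in each library. Their Supplemental Methods describe 2 routes, STAR with featureCounts and TopHat2 with HTSeq; the deposited table does not name the one that made it. It holds 37 mitochondrial genes, whose reads the TopHat2 route left out. The deposited table also has a length in bases per gene name from the authors, a unit of its own; this length equalled the union of exons in GENCODE M21 for 53266 of 54106 shared names and was used only to test for length bias. Gene positions and GC content are from GENCODE M21 on GRCm38 (mm10), a later release than the M15 that the paper names; 13510 of the tested names were found there directly and 7 through an older name.

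Condition, replicate number and sex were taken from the sample titles and descriptions. The replicate number used for the pairing is the one in the titles; the descriptions exchange the numbers of 2 controls, and this second pairing was tried as an alternative, and block counts are given under both. The sex labels were checked against *Xist* and 4 genes of the Y chromosome. No 2 libraries of a group were copies of each other: the lowest chi-square per gene between 2 libraries was 16.7.

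Genes with more than 1 CPM in at least 6 libraries were tested, 13541 in all. Counts were normalized by the TMM method and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were derived from the F statistic. Normalized CPM are counts scaled to the TMM-adjusted library total; values are means with SD over 6 libraries. Levels in single genes were also compared by exact permutation of the libraries, two-sided. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. Clustering on chromosomes was measured in windows of 20 consecutive tested genes against 10000 random reassignments. DESeq2 1.42.0 was used for alternatives, and Python 3.11.15 with numpy 2.4.6 for positions and tables.

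Between 21432632 and 27182038 reads per library were counted on genes. The tests were tried on simulated counts with the means, dispersions and depths of these libraries. The main test recovered 93.2% of the changed genes with 0% false calls, genes of a list shifted as a whole counting as true calls. DESeq2 recovered 97.4% with 11.9% of its calls false, and the exact test of edgeR had 7.32% false calls. Each changed gene was shifted at least 2-fold, and no simulated library stood apart as control replicate 5 does. These rates therefore do not measure recovery of smaller changes, or false calls, in the deposited libraries.

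The alternatives were DESeq2, the exact test of edgeR, 2 other normalizations, 2 other expression filters, sex as a covariate, a replicate block under either numbering, each sex alone, each library left out in turn, a further requirement of a 1.5-fold change, and the counts without mitochondrial genes. A correction for GC content, robust dispersions and DESeq2 with shrunken fold changes were chosen after seeing the data. Named genes are those the paper names for the LA, the 28 genes listed for arrhythmia in Supplemental Table 12, the 3 genes with the highest and the 3 with the lowest log2 fold change among changed genes with a mean of at least 1 CPM and no overlap between groups, and up to 5 changed members each way of a gene family or list; some of these genes are not reported here. RA libraries, human nuclei and the second cohort measured by RT-qPCR were not analysed here.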

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

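The tests below on control replicate 5 and on the chromosome 2 region were chosen only after those results were seen; of the tests on iNICD replicate 4, that on the mean of the changed genes was written down before its own result was seen and that on the 3 genes was chosen after. Samples at the end of a group were found with Dixon's ratio, applied to 116 groups of 6 libraries; 11 stood out where chance gives 5.8, and 7 of the 11 were control replicate 5.

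Control replicate 5 lay apart from the other 5 controls. Its first principal component was -77.4 (others -20.2 to 7.98), its mean correlation with its own group 0.944, and its TMM factor 0.863. In normalized CPM it had 4841 for *Ctgf* (other controls 929.5 to 1690.4), 388 for *Vegfa* (208 to 251), 14.3 for *Tuba1c* and 103 for *Dsg2*. In all, 1793 tested genes (13.2%) were at least 2-fold from the mean of the other controls, against 187 to 423 in the other 11 libraries, each measured against its own group. Its total of 24805789 counts lay within the range of the other controls, *Notch1* at 109 normalized CPM was at the level of the controls (108 to 131) and not of iNICD libraries (lowest 2975), and its 91 *Xist* counts were those of a male, as labelled. Its deviation did not follow GC content (Spearman rho -0.0267), and it was the outlying control for 0 of 9 marker and cell-cycle lists, although its mean over the smooth muscle markers was 0.98 and over the endothelial markers 0.41 above the other controls (log2). The genes raised most, chosen after their values were seen, were *Mt2* (297 normalized CPM against 3.06 to 6.52), *Nmrk2*, *Thbs1*, *Ptx3* and *Prg4*. Depth, exchanged labels and GC content do not account for the library. A different mix of cells was tested by these lists alone, and no other biological explanation was tested, since the design gives none. Without control replicate 5, 799 genes changed in place of 558, with 539 shared.

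iNICD replicate 4 was at the upper end of its group for *Agt* (93.7 normalized CPM), *Mybpc3* (5329) and *Lrrc8e* (85.2), and it had the highest *Notch1* level. A higher dose of the transgene may raise these genes. Across the 6 iNICD libraries their Pearson correlation with *Notch1* was 0.743 for *Agt*, 0.567 for *Mybpc3* and 0.761 for *Lrrc8e* (two-sided exact permutation p = 0.0597, 0.244 and 0.0528); without iNICD replicate 4, for whose values the genes were picked, it was 0.326, -0.327 and 0.355 (p = 0.475, 0.592 and 0.567, n = 5). The mean change of all changed genes (Pearson r 0.554, two-sided exact permutation p = 0.201) does not measure these 3 genes. An effect of dose on them is thus neither shown nor excluded. For *Lrrc8e*, control replicate 6 was also apart, at 1.16 normalized CPM, a level of few counts; no biological explanation was tested for that value.

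Genes on chromosome 2 between 37370069 and 39226451 (GRCm38) were higher in iNICD libraries as a group, which the paper does not report. The region was chosen from 6 neighbouring genes of Supplemental Table 11, so its direction and size are in part fixed by that choice. Of 16 tested genes 15 were higher and 11 changed, with a median log2 fold change of 0.54; 0.0379% of 13201 windows of as many tested genes had a median as high. The 10 genes outside the 6, of which 5 are also in Supplemental Table 11, had a median of 0.53, and 9 were higher; averaged over them, the highest control library was at 0.08 and the lowest iNICD library at 0.42 (two-sided exact permutation p = 0.00216, the smallest that 6 against 6 can give, n = 6 per group). With the GC correction the median of all 16 was 0.49, so GC content does not account for it. Linked variants acting on each gene separately could move genes both ways; 1 of the 10 was lower, which cannot exclude such variants given how the region was chosen. An extra copy of the region carried with *tetO_NICD* is a candidate explanation: 11 of the 16 genes lay within 2 standard errors of log2 of 3 over 2 (0.58). All iNICD mice and no control carry *tetO_NICD*, so linked variants, an extra copy and a response of the region to Notch activation cannot be told apart.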

How the results depend on the processing

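The alternatives were set before the data were examined, apart from the GC correction, robust dispersions and DESeq2 with shrunken fold changes, which were chosen after seeing the data. With DESeq2, 1059 genes changed (615 higher, 444 lower), and 838 genes of Supplemental Table 11 changed the same way; with shrunken fold changes the counts were 1052, 612 and 440. The exact test of edgeR gave 279 lower genes. Requiring a 1.5-fold change left 315 genes (222 higher, 93 lower). Females alone gave 12 arrhythmia genes and 311 for the number of Supplemental Table 11 genes changed the same way. Males alone, 2 against 3, gave 8 changed genes, 8 higher and 0 lower, with 0 arrhythmia genes, 0 potassium channel genes and 7 genes of Supplemental Table 11. The 2 male controls of that fit include control replicate 5. The replicate block by mouse number gave 12 arrhythmia genes, and the GC correction 5 potassium channel genes.

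Across the 12 fits that each left out one library, from 374 to 799 genes changed, from 273 to 495 were higher and from 92 to 304 lower; the highest counts were those without control replicate 5.

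No gene had a sex by genotype interaction in edgeR (501 at an unadjusted p under 0.05), and 1 had with DESeq2. For the G2/M list, the camera adjusted p of 0.0508 became 7.63e-07 without an expression filter, 0.00355 with sex as a covariate and 0.0439 with the replicate block, but 0.845 with the inter-gene correlation estimated; the range over its alternatives was from 7.63e-07 to 0.845. Without a filter the adipocyte list had 0.0421 and the epicardial list 0.0242. The direction of the fibroblast list reversed with sex as a covariate (0.847) and with fry (0.965), and that of *Hey2* in females alone (log2 fold change -0.0042). In a further fit of the lists without control replicate 5, the smooth muscle list turned from lower to higher (camera adjusted p 0.693). The lowest camera adjusted p in that fit was 0.0663, for the G2/M and the epicardial lists. Of 1344 values of 50 named genes, 1192 stayed on the same side of the threshold with the same sign; 115 were weaker, 31 of them in males alone, and 36 stronger. Named genes below the stricter filter had no value under it, and the lung list had no tested gene and was tested only without a filter.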

Differences from the paper's values

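Supplemental Table 11 lists 608 higher and 382 lower genes (the paper's), against 377 and 181 here. Among the alternatives set before the data were examined, the higher count was within 1.5-fold of the paper's with DESeq2 (615), the exact test of edgeR (491), sex as a covariate (431) and without control replicate 5 (495), and the lower count with DESeq2 (444), the exact test (279) and without control replicate 5 (304); the others did not close the gap. DESeq2 with shrunken fold changes, chosen after seeing the values, gave 612 and 440.

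Of 41 named genes compared with that table, 9 differed by more than the replicate SD, and all 9 were farther from 0 here. The log2 fold change of *Notch1* was 4.85 against the paper's 4.66; in females alone and without control replicate 2, 5 or 6 or iNICD replicate 2 or 4 it was within the spread. *Ctgf* was -2.49 against the paper's -1.15 and *Noct* -2.48 against the paper's -1.69; of the alternatives set before the data were examined, that without control replicate 5 alone closed these 2 gaps. *Myom3* was 3.74 against the paper's 3.37, and the gap closed with upper quartile normalization, with sex as a covariate, in either sex alone, and without control replicate 3, 4 or 5 or iNICD replicate 4. For *Nrarp* (4.39 against the paper's 3.33), *Lrrc8e* (6.46 against the paper's 5.34), *Nup62cl* (5.89 against the paper's 3.76), *Cck* (5.78 against the paper's 3.34) and *Nacad* (-3.55 against the paper's -2.74), none of the alternatives set before the data were examined closed the gap. DESeq2 with shrunken fold changes, chosen after seeing the values, closed 8 of the 9, leaving *Nup62cl* at 4.09.

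The paper lists 9 arrhythmia genes as changed that did not pass here. DESeq2, with and without shrinkage (the former chosen after seeing the values), called *Kcnh2*, *Ptgs1*, *Scn4b*, *Tuba1c*, *Tuba4a* and *Vegfa*; no setting called *Scn2b*. The exact test of edgeR also called *Kcnh2*, *Scn4b*, *Tuba1c*, *Tuba4a* and *Vegfa*. *Kcnh2* (adjusted p 0.0951 in edgeR's quasi-likelihood test, from 0.0257 to 0.775 over all alternatives) was also called without control replicate 5 and with the GC correction chosen after seeing the values. *Ptgs1* was also called without iNICD replicate 4, and *Tuba1c* without control replicate 3 or iNICD replicate 3. *Tuba4a* was also called with sex as a covariate, in females alone and without iNICD replicate 5, and *Vegfa* with upper quartile normalization, sex as a covariate, in females alone, and without control replicate 5 or 6.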

Other observations

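Among the tests below, those of the clustering on chromosomes, of the changed genes that stayed changed after a correction, and of other splits for the gene lists and for Supplemental Table 11 were chosen only after the result was seen.

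The libraries were also split in other ways. Of 32 splits that parted all 6 same-numbered pairs, the real one included, 1 gave as many changed genes as the real split, and likewise 1 for higher, lower, arrhythmia and potassium channel genes; the highest count of changed genes in the other 31 was 1. Of 68 further splits that parted fewer pairs, the highest count was 16. For Supplemental Table 11 the number was also 1 of 32, but that list holds the paper's calls on the real split, so it cannot tell.

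Total counts (two-sided exact permutation p = 0.606, n = 6 per group) and the share of the 10 most counted genes (exact p = 0.383) did not differ between groups, and log2 fold changes followed gene length little (Spearman rho 0.0865). They followed GC content weakly (rho -0.155); with a GC correction 523 of the 558 changed genes stayed changed, so GC content may account for at most a small part of the calls. The mitochondrial share of counts was higher in iNICD libraries (10.5% against 8.61%, exact permutation p = 0.00216), and 554 genes stayed changed without mitochondrial genes. Of the 15 mitochondrial genes tested, 15 were higher and 0 changed, with a median log2 fold change of 0.27.

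More mitochondria may explain that share. Nuclear genes of oxidative phosphorylation were higher as a list (camera p = 0.0175, 52 of 78 genes higher), but the median log2 fold change was 0.07, 2 of the genes changed, and the library means did not differ (two-sided exact permutation p = 0.487, 3 of 6 iNICD libraries above all controls). It remains a hypothesis, and RNA quality, which the deposited data do not give, was not tested.

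The paper reports more 4n nuclei after Notch activation, which led to a test of cell-cycle lists. The camera adjusted p was 0.0508 for G2/M genes, with a median log2 fold change of 0.52 and 5 of 6 iNICD libraries above the control median, and 0.36 for S phase genes (range over the alternatives of the G2/M list, 7.63e-07 to 0.845). Of the 32 splits, 16 gave as low a p for a cell-cycle list, so a shift is not shown. A change in the mix of cells might move many genes at once, but the marker lists did not pass: fibroblast 0.902, endothelial 0.36, myeloid 0.36, adipocyte 0.252, smooth muscle 0.717, epicardial 0.0687 and ventricular 0.696 (camera adjusted p), and 27 of the 32 splits gave as low a p for a cell-type list.

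Of 67 genes changed here and listed for the human AF and heart failure LA in the paper's table, 32 had the same direction (Fisher exact odds ratio 1.18, 95% interval 0.345 to 4.23, two-sided p = 1, a description across genes). A direction shared with human AF LA is therefore not shown across these genes, while single genes the paper names can still share it.

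Changed genes were clustered on chromosome 2: 13 of 20 consecutive tested genes changed, all higher, against at most 8 in any of 10000 reassignments (permutation p = 0.0001, the smallest they can give).

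For 84 of 884 genes of Supplemental Table 11 the log2 fold change was more than 0.5 from the paper's, and 82 of these were nearer 0 in the paper's table. Shrinkage of the fold changes in the table is a candidate explanation: for these genes the median absolute difference was 0.82 here and 0.10 with DESeq2 fold changes shrunken by a normal prior. The paper does not state whether its fold changes were shrunken.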
